# Candidate gene screening for lipid deposition using combined transcriptomic and proteomic data from Nanyang black pigs

**DOI:** 10.1186/s12864-021-07764-2

**Published:** 2021-06-12

**Authors:** Liyuan Wang, Yawen Zhang, Bo Zhang, Haian Zhong, Yunfeng Lu, Hao Zhang

**Keywords:** Genetic divergence, Lipid deposition, Multi-omics, Nanyang black pig, Phenotypic divergence, Proteome, Transcriptome

## Abstract

**Background:**

Lower selection intensities in indigenous breeds of Chinese pig have resulted in obvious genetic and phenotypic divergence. One such breed, the Nanyang black pig, is renowned for its high lipid deposition and high genetic divergence, making it an ideal model in which to investigate lipid position trait mechanisms in pigs. An understanding of lipid deposition in pigs might improve pig meat traits in future breeding and promote the selection progress of pigs through modern molecular breeding techniques. Here, transcriptome and *tandem mass tag-based quantitative proteome* (*TMT)*-based proteome analyses were carried out using *longissimus dorsi* (*LD*) tissues from individual Nanyang black pigs that showed high levels of genetic variation.

**Results:**

A large population of Nanyang black pigs was phenotyped using multi-production trait indexes, and six pigs were selected and divided into relatively high and low lipid deposition groups. The combined transcriptomic and proteomic data identified 15 candidate genes that determine lipid deposition genetic divergence. Among them, *FASN*, *CAT*, and *SLC25A20* were the main causal candidate genes. The other genes could be divided into lipid deposition-related genes (*BDH2, FASN, CAT, DHCR24, ACACA, GK, SQLE, ACSL4,* and *SCD*), PPARA-centered fat metabolism regulatory factors (*PPARA, UCP3*), transcription or translation regulators (*SLC25A20, PDK4, CEBPA*), as well as integrin, structural proteins, and signal transduction-related genes (*EGFR*).

**Conclusions:**

This multi-omics data set has provided a valuable resource for future analysis of lipid deposition traits, which might improve pig meat traits in future breeding and promote the selection progress in pigs, especially in Nanyang black pigs.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-021-07764-2.

## Background

In pigs, lipid deposition is a complex and economically important trait that has evolved alongside the fattening efficiency, meat quality, reproductive performance, and immunity traits [1–3]. Subcutaneous, visceral, and intramuscular adipose tissues deposited within muscle fibers, well known as intramuscular fat (IMF or marbling), are the major components of the lipid deposition trait in pigs. Although these lipid tissues have unique metabolic mechanisms [4], they maintain a positive genetic correlation with the subcutaneous, visceral, and intramuscular adipose tissues [5–7]. Current commercial breeds such as Landrace and Yorkshire have undergone long-term and high-intensity selection processes for growth rate and muscle deposition characteristics, and this has resulted in a low lipid deposition trait. An improved understanding of lipid deposition in pigs might improve pig meat quality traits for future breeding and help to improve pig selection when using modern molecular breeding techniques.

A comparative analysis between extreme IMF content phenotypes in Iberian × Landrace crossbred pigs has helped to identify genetic variant locus associated with lipid deposition [8]. Furthermore, three pairs of full-sibling Danish Landrace pigs with extreme opposite backfat thickness phenotypes were also recently compared as well as the prenatal muscle transcriptomes of Tibetan pigs, Wujin pigs, and large White pigs [9, 10]. Xing et al. explored the underlying mechanisms between Songliao black and Landrace pigs using a multi-omics approach, including DNA-seq and RNA-seq [9, 11, 12]. Although several studies have previously attempted to identify genes and pathways involved in lipid deposition traits, to the best of our knowledge, sufficient phenotyping samples are currently lacking or do not consider the noise from the different genetic backgrounds, especially between western commercial and Chinese indigenous breeds.

Compared with Western commercial pigs, Chinese indigenous pigs exhibit a slower growth rate and less lean meat content, but they have superior lipid deposition. Lower selection intensity in Chinese indigenous breeds has resulted in obvious genetic and phenotypic differentiation [11]. The Nanyang black breed of pig is indigenous to the central region of China [13]. Mineral content, marble stripes, meat color, and IMF content in Nanyang black pigs is significantly higher than those in imported breeds (*P* < 0.01) [14–16]. The Nanyang black pig is, thus, an ideal research model for lipid deposition. Considering that obesity poses an escalating health threat worldwide, a deeper understanding of the mechanisms underlying lipid deposition and metabolic changes would be beneficial. To explain the differences in lipid deposition, we identified pairs of Nanyang black pigs with divergent lipid deposition traits and established a lipid genetic differentiation model. Longissimus dorsi (LD) skeletal muscle is one of the largest skeletal muscles of the back spanning the entire thoracic and lumbar regions and has previously been used to evaluate meat quality in the meat processing industry [17, 18]. Transcriptome and proteomic profiling of the *longissimus dorsi* (LD) tissues from Nanyang black pigs with divergent phenotypes was performed to screen candidate genes for lipid deposition. This study focused on the identification of candidate genes that influence lipid deposition and provides crucial expression information for the molecular mechanisms of adipose deposition traits in pigs.

## Results

### Phenotypes of two groups of Nanyang black pigs with divergent lipid depositions

Lipid deposition traits in the LD tissue of the Nanyang black pigs with high-and low-lipid-depositions are shown in Table 1 and Fig. 1. Lipid deposition-related traits such as IMF and fat content were determined for the tissue slices using the Soxhlet extraction process and freezing sections and were found to be significantly different between the two groups (*P* < 0.05). The backfat thickness of the live and slaughtered, TFA, and TFA/total dry matter showed the same trend between the high and low lipid deposition groups, although the difference was not significant. It is of note that the significance level of the tissue slice was higher than that from the IMF measurements. By combining the backfat thickness, IMF, fat content in the issue slices, and total fatty acids (TFA)/total dry matter analyses 6 Nanyang black pigs were selected for further analysis and identified as high-fat deposition (HF) and low-fat deposition (LF) groups.

**Table 1:** Phenotypic data for the slaughter and meat quality of the Nanyang black pigs

Name	High lipid deposition group	Low lipid deposition group	***P-***value
**Age (day)**	196	196	1
**Live weight (kg)**	91.120	88.317	0.517
**Backfat thickness of live (mm)**	49.120	38.033	0.074
**Backfat thickness of slaughter (mm)**	37.610	30.433	0.074
**H**_**2**_**O (g/100 g)**	71.997	72.523	0.474
**IMF (%)**	5.370	4.570	0.043
**Fat content in tissue slice by Oil Red O (%)**	10.010	8.070	0.027
**TFA (g/100 g)**	4.170	3.703	0.120
**TFA/Total dry matter (%)**	1.49	1.35	0.179

H2O (g/100 g): percentage of water content in total matter; IMF: intramuscular fat; Fat content in tissue slice by Oil Red O (%): percentage of Oil Red O-stained field in total slice; TFA: total fatty acids; n = 6 in every group

**Fig. 1:**
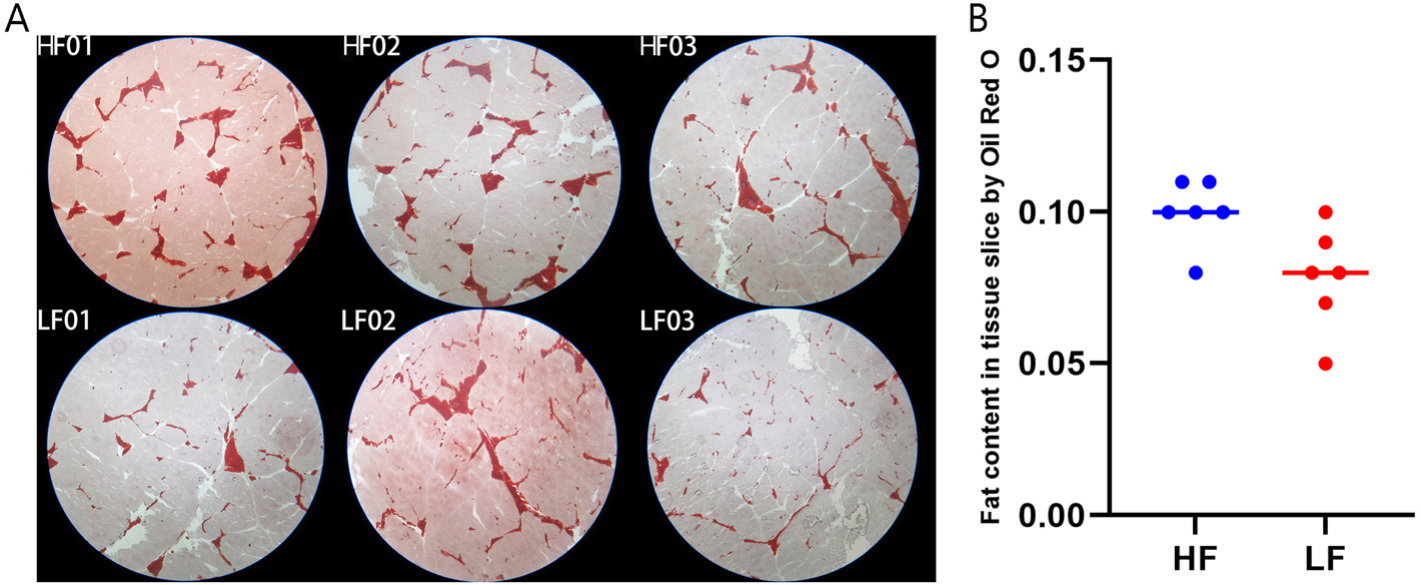
Oil red O staining and fatty acid analysis in *longissimus dorsi* (LD) tissue. **A**: Oil red O staining using frozen LD samples from each of the 6 pigs, HF: high-fat deposition group, LF: low-fat deposition group; **B**: Statistical analysis of the ratio of Oil red O-stained regions using students’ T test. Magnification: 16 ×

### Transcriptomic analysis between the high and low lipid deposition groups

The cufflinks program identified a total of 342.8 million clean reads and approximately 94.94% of the clean reads were mapped to the *Sus scrofa* genome sequence. In detail, 52.9–60.4 million clean reads were obtained for each sample, and the mapping rates ranged from 94.75 to 95.17%. The clean Q30 base rate varied from 93.96–94.83% (Additional file 1).

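The libraries were made from longissimus dorsi muscle, the long muscle of the back, of 3 HF and 3 LF pigs, with 1 library per pig. The paper's Table 1 gives an age of 196 days, and the labels deposited with the libraries give 180 days. By Additional file 1, the HF libraries held 52.9, 58.7 and 54.8 M clean reads (HF01 to HF03; median 54.8) and the LF libraries 60.4, 59.8 and 56.2 M (LF01 to LF03; median 59.8). The authors cleaned the reads with fastp, aligned them with HISAT2 to the Sscrofa11.1 pig genome and computed a deposited FPKM value per gene and pig with cufflinks. They counted reads with HTSeq for their own DESeq2 comparison, whose result per gene stands in the same deposited table. The counts themselves were not used here. Some messages that every muscle fibre uses are listed at 0 in single libraries. ACTA1, the actin of skeletal muscle, is listed at 0 FPKM in HF01 and HF03 and at 10272 to 15140 FPKM in the other pigs, and the mitochondrial genes COX1, ATP8, ATP6 and COX3 are listed at 0 in LF02. An exact 0 is therefore reported only as listed at 0. From the FPKM values, log2(FPKM + 0.1) was compared between the groups with limma (eBayes with a mean trend) for the 11136 of 25878 genes with a mean of at least 0.5 FPKM, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. A fold change on this scale understates the change of genes with low FPKM. Of genes simulated at these sizes and spreads, 13 of 67 with a log2 change of 1, 57 of 67 with a change of 2 and 65 of 66 with a change of 3 were called. Gene lists for pathways and cell types, fixed before the data were examined, were compared with the other genes by camera at a preset correlation of 0.01, adjusted over the 39 lists with at least 4 tested genes. An exact permutation test of 3 pigs against 3 cannot give a p below 0.1.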

By integrating the Fragments Per Kilobase of exon model per Million mapped fragments (FPKM) values to evaluate the gene expression levels, 25,879 genes were identified, and calculated using the FPKM values; of these, 16,597 were detected in all 6 pigs, and they were referred to as positively expressed genes [19]. 

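Messages of fast, glycolytic muscle were abundant in both groups. GAPDH was at 20119 ± 2312 FPKM in the HF pigs and 20759 ± 2195 in the LF pigs (SD, n = 3 each). ALDOA, the muscle aldolase, was at 9998 ± 1601 and 13295 ± 2019 FPKM, and TNNC2, the troponin C of fast fibres, at 5123 ± 1284 and 7217 ± 1049. MYH7, the slow fibre myosin, was at 325 ± 266 and 185 ± 122 FPKM. In limma the adjusted p of these genes was 0.922, 0.315, 0.255 and 0.635. The expression table lists 25878 genes. Of these, 16596 had an FPKM above 0 in at least 1 pig and 13522 in all 6 pigs. The number above 0 in a single pig ran from 14569 in LF01 to 15336 in HF03. At a limit of 1 FPKM, 10833 genes were detected in at least 1 pig and 8535 in all 6. A gene listed at 0 need not be silent, since the table lists ACTA1 at 0 in a pair of muscles.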

To determine the accuracy of the grouping, intra- and inter-group correlation analysis was performed for the gene expression of the six pigs, from the perspective of the FPKM values and count numbers, respectively (Additional file 2 A and B). Regardless of the FPKM value or the number of genes, the high lipid deposition group (HF01, HF02, and HF03) was clustered together first and was clearly separated from the low lipid deposition group (LF01, LF02, and LF03).

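Over the 11136 genes, the Pearson correlation of log2(FPKM + 0.1) between HF pigs ran from 0.936 to 0.949, between LF pigs from 0.932 to 0.960, and between an HF and an LF pig from 0.907 to 0.935. These correlations are across genes, which are not independent replicates. The mean within the groups exceeded the mean between them by 0.0209 (exact permutation test over the 10 splits of the pigs, p = 0.1, the smallest possible). Average-linkage clustering divided the pigs into HF and LF. On the first principal component, which held 38.0% of the variance, the HF pigs lay from -50.7 to -21.5 and the LF pigs from 19.6 to 44.4. LF02 lay apart from the other LF pigs on the second component, at -52.8 against 12.3 for LF01 and 30.2 for LF03. These values include COX1, ATP8, ATP6 and COX3, which are listed at 0 in LF02, and the components were not computed without them. Untransformed FPKM hold the same listed zeros. There the lowest correlation between LF pigs was 0.255, and the mean within the groups exceeded the mean between them by 0.0122 (exact permutation test, p = 0.2). Neither untransformed FPKM nor the genes with a mean of at least 5 FPKM gave HF and LF as the first branches.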

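At an adjusted p under 0.05 from limma, 4 of the 11136 genes were higher and 4 lower in the HF group. NCMAP, a protein of myelinating Schwann cells, was at 1.62, 1.37 and 3.62 FPKM in HF01, HF02 and HF03 and is listed at 0 in each LF pig (adjusted p = 0.0294). DYNLRB2, a light chain of dynein, was at 1.30 ± 0.195 FPKM in the HF and 5.95 ± 1.37 in the LF group (SD, n = 3 each; log2 fold change -2.09, adjusted p = 0.0294), and MAP3K7CL at 3.41 ± 0.0847 and 11.5 ± 1.04 (log2 fold change -1.72, adjusted p = 0.0294). RF00017, a copy of the signal recognition particle RNA, was at 3.07 and 0.608 FPKM in HF01 and HF03, is listed at 0 in HF02, and was at 666, 331 and 314 in LF01 to LF03. Of the called genes without a symbol, ENSSSCG00000032522 and ENSSSCG00000033962 were higher in HF, and ENSSSCG00000036912 was lower. At an unadjusted p under 0.05 there were 2759 genes, 1223 higher and 1536 lower in HF. In 3332 genes (29.9%) the HF and LF values did not overlap, against 10% by chance. Every pig moved these counts. NCMAP kept its call without LF02 and lost it without any other pig, and DYNLRB2 and MAP3K7CL lost theirs without HF02, HF03, LF01 or LF03. The adjusted p over all alternatives ran from 0.0125 to 0.138 for NCMAP, from 0.0189 to 0.138 for DYNLRB2 and from 0.0176 to 0.138 for MAP3K7CL. Without HF01, HF02, HF03, LF01, LF02 or LF03, the number of genes higher was 12, 0, 2, 0, 102 and 0, and the number lower was 8, 4, 4, 1, 124 and 2.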

There were 481 differentially expressed genes (DEG) identified (|log2 fold change| > 1) that were significant (*q*-value < 0.01). Among them, 331 DEGs had higher expression levels in the HF group than in the LF group, while 150 DEGs displayed opposing tendencies (Fig. 2). 

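In the authors' deposited table, 336 genes were higher and 151 lower in the HF group at an adjusted p under 0.01 and a log2 fold change over 1 in size. Of these, 390 were among the genes tested from FPKM, and 387 had the same direction there. The limma fit gave 383 of the 390 an unadjusted p under 0.05, 294 an adjusted p under 0.10 and 4 an adjusted p under 0.05. At the paper's thresholds, limma called 0 genes higher and 1 lower (ENSSSCG00000036912), with 1223 and 1536 genes at an unadjusted p under 0.05. ENSSSCG00000036912 is listed at 0 in HF01 and HF02 and at 3.19e-139 FPKM in HF03, and was at 9.36, 17.9 and 22.2 in LF01 to LF03. Its fitted fold change therefore depends on the pseudocount, and the gene lies in overlapping models. At an adjusted p under 0.10, limma gave 315 genes higher and 389 lower. Across 10996 genes, the log2 fold changes from FPKM and those of the authors' deposited table had a Pearson r of 0.819. Without HF02 or HF03, 3 genes were lower at the paper's thresholds, and 2 without HF01 or LF03.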

Myosin light chain 10 (*MYL10*), Contactin 2 (*CNTN2*), stearoyl-CoA desaturase (*SCD*), and gamma-aminobutyric acid type A receptor gamma1 subunit (*GABRG1)* had large values with |log2 fold changes > 6. 

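SCD, the desaturase that makes monounsaturated fatty acids, differed most of these genes in level. It lies on chromosome 14 of Sscrofa11.1 from 111461156 to 111478031 and was at 2.61, 52.7 and 124 FPKM in HF01, HF02 and HF03 against 0.274, 1.24 and 0.398 in LF01, LF02 and LF03. Its log2 fold change was 5.37 (standard error 1.23, adjusted p = 0.0893 from limma), and every HF pig was above every LF pig. Without HF01, the log2 fold change was 7.01 and the adjusted p 0.0130; over all alternatives its adjusted p ran from 0.0130 to 0.257. MYL10, a myosin light chain, was at 3.22 FPKM in HF03 and 0.0595 in HF02 and is listed at 0 in the other pigs. CNTN2, a cell adhesion protein of nerve, was at 0.0474, 0.00856 and 0.136 FPKM in the HF pigs and is listed at 0 in the LF pigs. GABRG1, a receptor subunit of inhibitory synapses, is listed at 0 in HF01 and HF03, with 0.0238 FPKM in HF02 and 0.253, 0.116 and 0.460 in LF01 to LF03. The means of CNTN2 and GABRG1 lay under the minimum of 0.5 FPKM. In the authors' deposited table the log2 fold changes of MYL10, CNTN2, SCD and GABRG1 are 7.69, 6.84, 6.40 and -6.13.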

*MRPL57* (mitochondrial ribosomal protein L57) was the most significantly differentially expressed gene, with a -log(*q*-value) > 20.

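MRPL57 encodes a protein of the mitochondrial ribosome and lies on chromosome 11 of Sscrofa11.1 from 1321084 to 1321828. Its level was 36.0 ± 2.31 FPKM in the HF pigs and 14.1 ± 4.83 in the LF pigs (SD, n = 3 each), a log2 fold change of 1.40 (standard error 0.25, adjusted p = 0.0778 from limma), with every HF pig above every LF pig. In the authors' deposited table its log2 fold change is 3.31 with an adjusted p of 5.26e-22. Of 69 genes of the mitochondrial ribosome tested, 64 had a negative and 5 a positive log2 fold change, with a median of -0.46, and the list was lower in HF as a group (camera, adjusted p = 4.6e-09; adjusted p = 0.561 with an estimated correlation). MRPL55 was at 2.79 ± 0.00870 and 8.05 ± 1.67 FPKM (log2 fold change -1.48, adjusted p = 0.0544). No gene of the list passed limma over all genes, where 1 was higher and 32 were lower at an unadjusted p under 0.05; adjusted over the list alone, 1 was higher and 16 were lower. The MRPL57 model overlaps that of SKA3, from 1302887 to 1321338, and MRPL55 also lies in overlapping models. The adjusted p of MRPL55 was 0.0424 without LF02 and ran from 0.0412 to 0.223 over all alternatives. Without LF02 the adjusted p of MRPL57 was 0.0277, and over all alternatives it ran from 0.0277 to 0.239.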

**Fig. 2:**
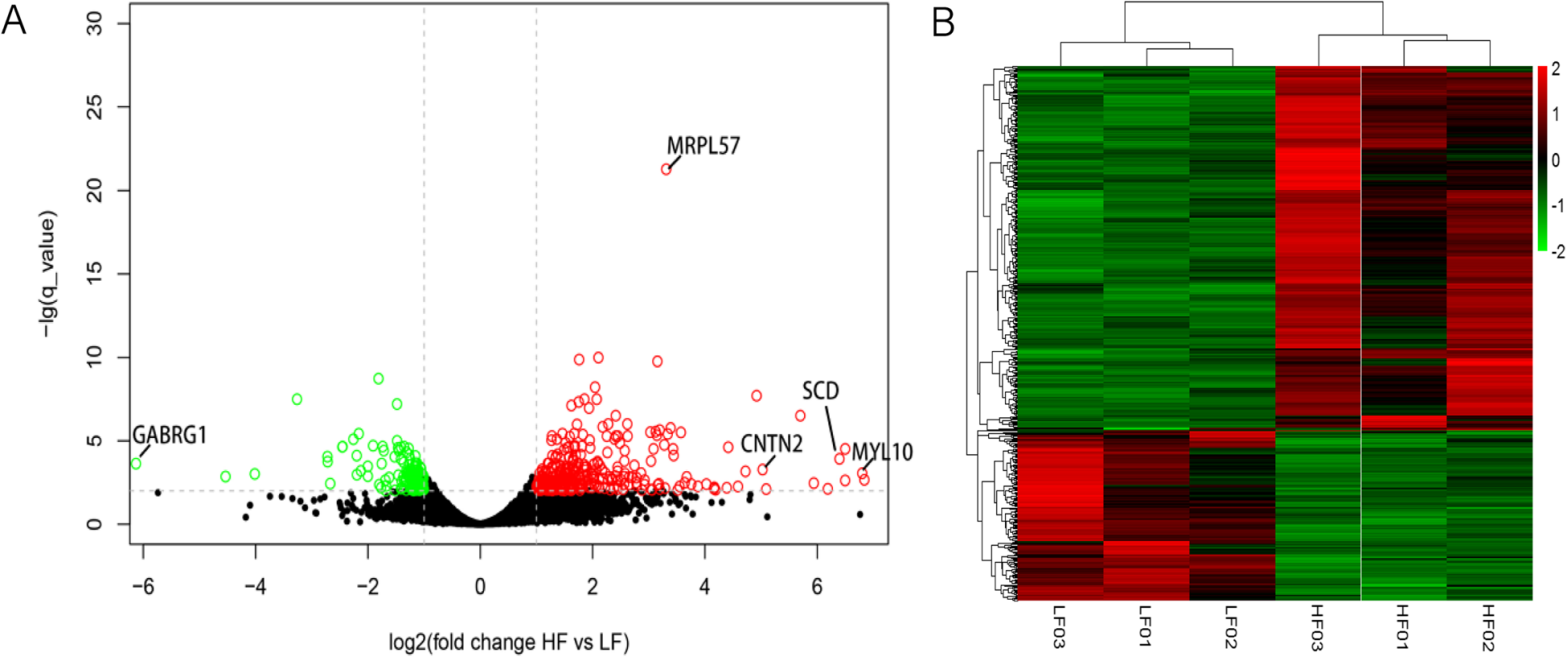
Transcriptome differences between the LD tissue samples from the high and low lipid deposition pigs. **A**: Plot showing the log2 (fold change HF vs. LF) and the –log2 (*q*-value), where the red and green circles indicate the up-and down-regulated DEGs (|log2 fold change| > 1), *q*-value < 0.01); **B**: Heat map of the DEGs in the different lipid deposition groups

### Functional and clustering annotations of the DEGs

To further utilize the DEG information, they were further interpreted using GO and KEGG analyses to identify the related biological functions and pathways. After integrating the number of clustered genes and the significance levels, skin development, collagen fibril organization, extracellular fibril organization, TBP-class protein binding, and proteasome-activating ATPase activity terms were identified as among the most clustered items (*P* < 0.01) (Additional file 3). 

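Genes of collagen and extracellular matrix were higher in the HF group as a list (camera, adjusted p = 2.0e-08; adjusted p = 0.561 with an estimated correlation). Of 27 genes tested, 25 had a positive log2 fold change, and the median was 0.95. By limma over all genes 0 passed, with 18 higher at an unadjusted p under 0.05, and adjusted over the list alone 18 were higher. LUM, a proteoglycan that spaces collagen fibrils, was at 16.0 ± 0.454 FPKM in HF and 7.51 ± 0.826 in LF (SD, n = 3 each; log2 fold change 1.09, adjusted p = 0.0702). COL5A1, a chain of fibrillar collagen, was at 7.34 ± 2.11 and 2.83 ± 0.385 FPKM. FN1, fibronectin, was at 14.9 ± 5.81 and 4.77 ± 0.947 FPKM (adjusted p = 0.0819), and TNC, tenascin, at 2.63 ± 1.29 and 0.460 ± 0.388. Some lists of cell type markers were higher too: fibro-adipogenic and fibroblast markers, which share LUM, DCN and FBN1 with the matrix list, with a median of 0.48 (camera, adjusted p = 0.0281; adjusted p = 0.645 with an estimated correlation), and smooth muscle and pericyte markers, with a median of 1.25 (camera, adjusted p = 8.6e-05; adjusted p = 0.561 with an estimated correlation). PSMC1, PSMC4 and PSMC6, ATPases of the proteasome, had log2 fold changes of -1.43, -1.22 and -1.22, each with every HF pig below every LF pig, and did not pass limma (adjusted p = 0.0899, 0.0899 and 0.0778). The adjusted p was 0.0497 for LUM without LF02 and 0.0443 for FN1 without HF01, in ranges over all alternatives of 0.0497 to 0.238 (LUM) and 0.0443 to 0.257 (FN1).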

KEGG analysis using the DAVID and KOBAS tools helped to validate the 18 most clustered KEGG pathways (gene number ≥ 3, *P* < 0.05) (Additional file 3). Among them were multiple signaling pathways that were involved in lipid formation and metabolism, including fatty acid biosynthesis, PPAR signaling pathway, steroid biosynthesis, fatty acid metabolism, Notch signaling pathway, and the AMPK signaling pathway, which accounted for more than 50% of the significant enrichment pathways. 

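As lists, genes of fatty acid synthesis were higher and genes of fatty acid oxidation lower in the HF group by camera at a preset correlation of 0.01, and neither passed with an estimated correlation. The synthesis list had 14 of 17 genes with a positive log2 fold change and a median of 1.18 (camera, adjusted p = 2.5e-04; adjusted p = 0.561 with an estimated correlation). By limma over all genes 0 passed, with 9 higher at an unadjusted p under 0.05, and adjusted over the list alone 7 were higher, among them FADS2, a fatty acid desaturase, at 11.6 ± 1.84 FPKM in HF and 5.80 ± 1.48 in LF (SD, n = 3 each; log2 fold change 1.00, adjusted p = 0.0899). For oxidation, 17 of 20 genes had a negative log2 fold change, with a median of -0.62 (camera, adjusted p = 0.0025; adjusted p = 0.645 with an estimated correlation). By limma 0 of these passed over all genes, with 8 lower at an unadjusted p under 0.05, and 3 were lower adjusted over the list alone. The camera result of fatty acid oxidation had an adjusted p of 0.0832 without HF02, in a range from 1.41e-04 to 0.645 over all alternatives. HADHA, the trifunctional enzyme of mitochondrial oxidation, was at 33.8 ± 3.81 and 63.3 ± 13.9 FPKM. All 17 tested targets of PPARA that respond to fasting in muscle had a negative log2 fold change, with a median of -0.86 (camera, adjusted p = 1.3e-05; adjusted p = 0.561 with an estimated correlation), with 0 passing limma over all genes, 9 lower at an unadjusted p under 0.05 and 9 lower adjusted over the list alone. The cholesterol synthesis list was higher, with a median of 0.21 over 22 genes and 4 higher adjusted over the list alone (camera, adjusted p = 0.018; adjusted p = 0.645 with an estimated correlation). At a mean of at least 5 FPKM, which left 5 of these genes, the median turned to -0.0145 (adjusted p = 0.606). The camera result of cholesterol synthesis had an adjusted p of 0.0591 without a filter, 0.0509 without HF01 and 0.0792 without LF03, in a range from 0.00182 to 0.645. Among Notch genes 15 of 19 had a positive log2 fold change, with a median of 0.52 and 3 higher adjusted over the list alone (camera, adjusted p = 6.2e-04; adjusted p = 0.561 with an estimated correlation). NOTCH3, a receptor of vascular smooth muscle, had a log2 fold change of 1.10 and did not pass limma (adjusted p = 0.0899), with 0.0493 without LF02, in a range of 0.0493 to 0.260. Of the 15 genes of AMPK subunits and regulators, 7 had a positive and 8 a negative log2 fold change (median -0.06, camera adjusted p = 0.898). Fat cell markers differed between single pigs. ADIPOQ, the fat cell hormone adiponectin, was at 2.69, 34.7 and 24.1 FPKM in HF01 to HF03 and at 11.6, 8.98 and 3.83 in LF01 to LF03.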

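All 32 tested genes of the proteasome, the complex that degrades ubiquitin-tagged proteins, had a negative log2 fold change in the HF group, with a median of -1.05. As a list they were lower than the other genes (camera, adjusted p = 2.3e-16; adjusted p = 0.561 with an estimated correlation), and fry, which takes the list on its own, gave an adjusted p of 0.0892. By limma over all genes 0 passed, with 30 lower at an unadjusted p under 0.05, and adjusted over the list alone 30 were lower. PSMB1, a subunit of the proteolytic core, was at 76.8 ± 5.68 FPKM in HF and 197 ± 65.7 in LF (SD, n = 3 each; log2 fold change -1.31, standard error 0.26, adjusted p = 0.0808). PSMA3, another core subunit, was at 53.3 ± 8.53 and 107 ± 11.6 FPKM. PSMD4, a ubiquitin receptor of the regulatory cap, was at 60.1 ± 10.8 and 143 ± 28.5 FPKM. Without LF02 the adjusted p was 0.0447 for PSMB1 and 0.0493 for PSMD4, in ranges over all alternatives of 0.0447 to 0.257 (PSMB1) and 0.0493 to 0.256 (PSMD4). The authors' deposited table has 23 of 31 proteasome genes lower past the paper's thresholds, an odds ratio of 81.2 (Fisher's exact test, adjusted p = 7.9e-26), the smallest p of the 39 lists.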

The most significant and maximum number of enriched genes were in the proteasome. The proteasome pathway has important and complex functions, and plays important roles in cell cycle control, apoptosis, oxidative stress, DNA repair, gene transcription regulation, cancer occurrence, and signal transduction. Proteasome degradation has been reported to participate in the relative expression of lipid processing [20, 21]. Overall, the results of the functional analysis revealed that large lipid deposition differences in the two groups, and that the proteasome pathway was the most enriched.

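The list of triglyceride synthesis and lipid droplet genes had a median log2 fold change of 0.44 (camera, adjusted p = 0.0574) with members on both sides. DGAT2, which makes triglyceride, was at 14.3 ± 11.2 FPKM in HF and 1.46 ± 0.710 in LF (SD, n = 3 each), and PLIN2, a lipid droplet coat protein, at 4.90 ± 2.83 and 32.1 ± 22.3. Neither passed limma (adjusted p = 0.115 and 0.104), with 0.0374 for DGAT2 without HF01 and 0.0389 for PLIN2 without LF02, in ranges of 0.0374 to 0.295 (DGAT2) and 0.0389 to 0.276 (PLIN2). The adipocyte marker list had a median of 0.49 over 9 genes (camera, adjusted p = 0.367). In the muscle atrophy list 15 of 21 genes had a negative log2 fold change (median -0.43, camera adjusted p = 0.0948), and TRIM63, a ubiquitin ligase of atrophy, was at 26.6 ± 4.47 and 51.5 ± 16.0 FPKM and did not pass limma (adjusted p = 0.113), with an adjusted p of 0.0493 without LF02 in a range of 0.0493 to 0.290. From the enrichment of its differentially expressed genes, the paper concludes that the groups differ in lipid deposition and that the proteasome is the leading pathway.

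**Figure D1:**
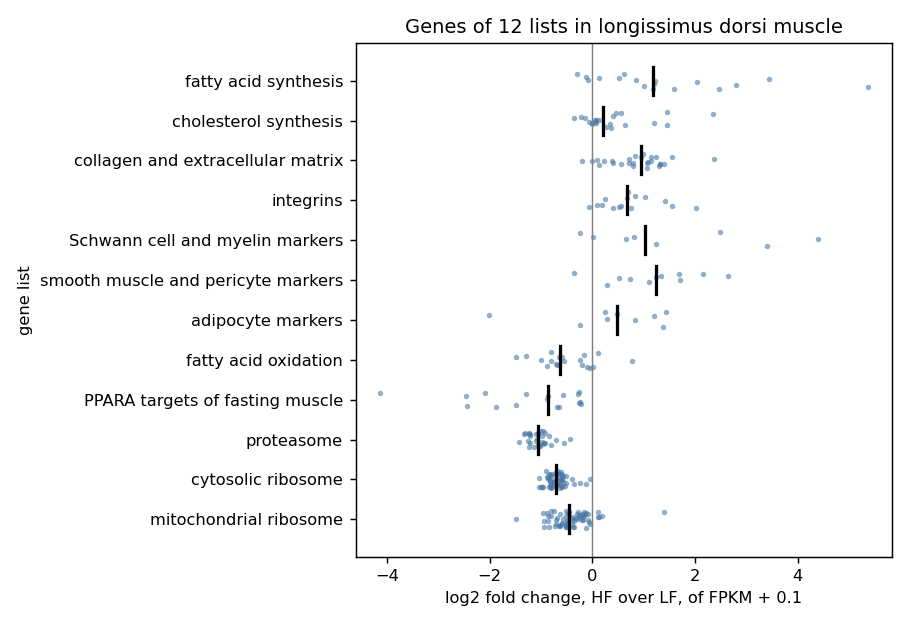
Log2 fold change of FPKM + 0.1, HF over LF (horizontal axis), for each tested gene (points) of 12 gene lists (vertical axis), with the list median as a vertical bar. The 32 proteasome points lie left of 0 around their median of -1.05, while the median of fatty acid synthesis lies at 1.18 and that of collagen and extracellular matrix at 0.95.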

From the KEGG analysis, 26 candidate genes were identified to be involved in the lipid deposition-related pathway, which included peroxisome proliferator activated receptor alpha (*PPARA),* proteolipid protein 1 *(PLP1),* acetyl-CoA carboxylase alpha *(ACACA),* GNAS complex locus *(GNAS),* stearoyl-CoA desaturase *(SCD),* uncoupling protein 3 *(UCP3),* uncoupling protein 5 *(UCP5),* 24-dehydrocholesterol reductase *(DHCR24),* solute carrier family 25 member 20 *(SLC25A20),* pyruvate dehydrogenase kinase 4 *(PDK4),* squalene epoxidase *(SQLE),* secreted frizzled related protein 2 *(SFRP2),* acyl-CoA synthetase long chain family member 4 *(ACSL4),* CCAAT enhancer binding protein alpha *(CEBPA),* glycerol kinase *(GK),* catalase *(CAT),* fatty acid synthase *(FASN),* and epidermal growth factor receptor *(EGFR)* (Fig. 3A, green rhombus). 

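Of the 17 candidate genes of these pathways that could be tested, 10 had a positive and 7 a negative log2 fold change in the HF group. By limma over all genes 0 passed, with 16 at an unadjusted p under 0.05, 10 higher and 6 lower. Adjusted over the list alone, 10 were higher and 6 lower, which is not independent evidence, since the study chose the genes on these pigs. SFRP2, a secreted modulator of Wnt signaling, was at 2.56 ± 1.41 FPKM in HF and 0.715 ± 0.334 in LF (SD, n = 3 each). SLC25A14, the gene known as UCP5, was at 0.932 ± 0.127 and 2.86 ± 1.95 FPKM (log2 fold change -1.33, adjusted p = 0.117). GNAS, the stimulatory G protein, was at 200 ± 53.1 and 212 ± 25.1 FPKM (log2 fold change -0.11, adjusted p = 0.811), and its model overlaps those of 2 other genes.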

K-means analysis in STRING was also introduced to screen candidate genes. 

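Beside the lipid genes, lists of integrins, of smooth muscle and pericyte markers and of Schwann cell markers were higher in the HF group. For integrins, 14 of 15 genes had a positive log2 fold change, with a median of 0.68 and 4 higher adjusted over the list alone (camera, adjusted p = 1.3e-04; adjusted p = 0.561 with an estimated correlation). Over all genes, limma passed 0 integrins, with 7 at an unadjusted p under 0.05. ITGA1, a collagen receptor, was at 4.20 ± 1.73 FPKM in HF and 0.916 ± 0.222 in LF (SD, n = 3 each; log2 fold change 2.02, adjusted p = 0.0702), and ITGA6, a laminin receptor, had a log2 fold change of 1.42. The list of smooth muscle and pericyte markers had 10 of 11 genes positive, a median of 1.25 and 7 higher adjusted over the list alone (camera, adjusted p = 8.6e-05; adjusted p = 0.561 with an estimated correlation). CNN1, a smooth muscle calponin, was at 35.4 ± 10.3 and 6.16 ± 4.19 FPKM (adjusted p = 0.0702). Without LF02 the adjusted p was 0.0497 for ITGA1 and 0.0199 for CNN1, in ranges over all alternatives of 0.0497 to 0.238 (ITGA1) and 0.0199 to 0.238 (CNN1). Schwann cell and myelin markers had 7 of 8 genes positive, 1 of them (NCMAP) called over all genes and 5 higher adjusted over the list alone (camera, adjusted p = 3.7e-04; adjusted p = 0.561 with an estimated correlation). Endothelial markers had a median of 0.32 (camera, adjusted p = 0.125) and macrophage markers of 0.20 (camera, adjusted p = 0.598).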

Clustering analysis with *K* = 5 showed that proteolysis-related genes (*red*), transcription regulators (*green*), integrin genes, structural proteins, signal transduction-related gene clusters (*cyan*), lipid deposition-related genes (*yellow*), and the PPARA-centered fat metabolism regulatory factor gene group (*blue*) were enriched (Fig. 3B). All the DEGs from Fig. 3B were used to detect the upstream regulatory TFs and motifs/tracks using iRegulon (Fig. 4). By combining candidate genes from the lipid-related pathways and the K-means analysis in STRING, 14 candidate genes were found to overlap, namely, lipid metabolism genes (*DHCR24, ACACA, GK, CAT, SCD, SQLE, FASN,* and *ACSL*4), transcription regulators (*PDK4, CEBPA*, and *SLC25A20*), PPARA-centered fat metabolism regulatory factors (*PPARA*, *UCP3*), and a signaling transduction gene (*EGFR*).

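PPARA, the nuclear receptor that drives fatty acid oxidation, lies on chromosome 5 of Sscrofa11.1 from 3302754 to 3321091. It was at 2.21 ± 0.819 FPKM in HF and 0.412 ± 0.0316 in LF (SD, n = 3 each), a log2 fold change of 2.11 (standard error 0.33, adjusted p = 0.0702 from limma). PDK4, the kinase that switches off pyruvate dehydrogenase in fasting, was at 20.9 ± 16.8 and 310 ± 234 FPKM, a log2 fold change of -4.13 (standard error 0.83, adjusted p = 0.0808). UCP3, an uncoupling protein of muscle mitochondria, was at 22.0 ± 13.1 and 71.9 ± 4.23 FPKM (log2 fold change -1.88, adjusted p = 0.0808). ACACA, the carboxylase that starts fatty acid synthesis, was at 3.20 ± 2.07 and 0.554 ± 0.0887 FPKM (log2 fold change 2.05, adjusted p = 0.0978). EGFR, a growth factor receptor, was at 4.46 ± 1.45 and 1.83 ± 0.554 FPKM (log2 fold change 1.22, adjusted p = 0.0899). Of the 14 candidates 13 were tested; 0 passed limma over all genes and 13 had an unadjusted p under 0.05. Adjusted over the list alone, 8 were higher and 5 lower, which is not independent evidence, since the study picked them from these pigs. Without HF01 the adjusted p was 0.0436 for PPARA and 0.0174 for ACACA, and without LF02 it was 0.0493 for PPARA and 0.0497 for PDK4. Over all alternatives it ran from 0.0436 to 0.238 for PPARA, from 0.0174 to 0.278 for ACACA and from 0.0457 to 0.231 for PDK4. The ACACA model overlaps another annotated gene.

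**Figure D2:**
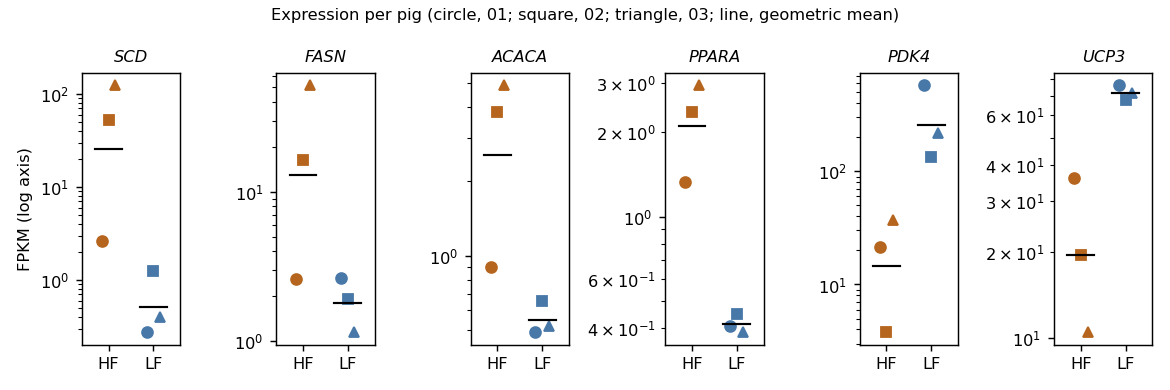
FPKM per pig (vertical log axis) of SCD, FASN, ACACA, PPARA, PDK4 and UCP3 in the HF and LF groups (horizontal axis); each symbol is 1 pig and the line is the geometric mean of the group. For FASN, HF01 at 2.63 FPKM lies beside LF01 at 2.65, and for PDK4 the HF pigs lie between 3.76 and 37.4 FPKM, below all LF pigs.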

**Fig. 3:**
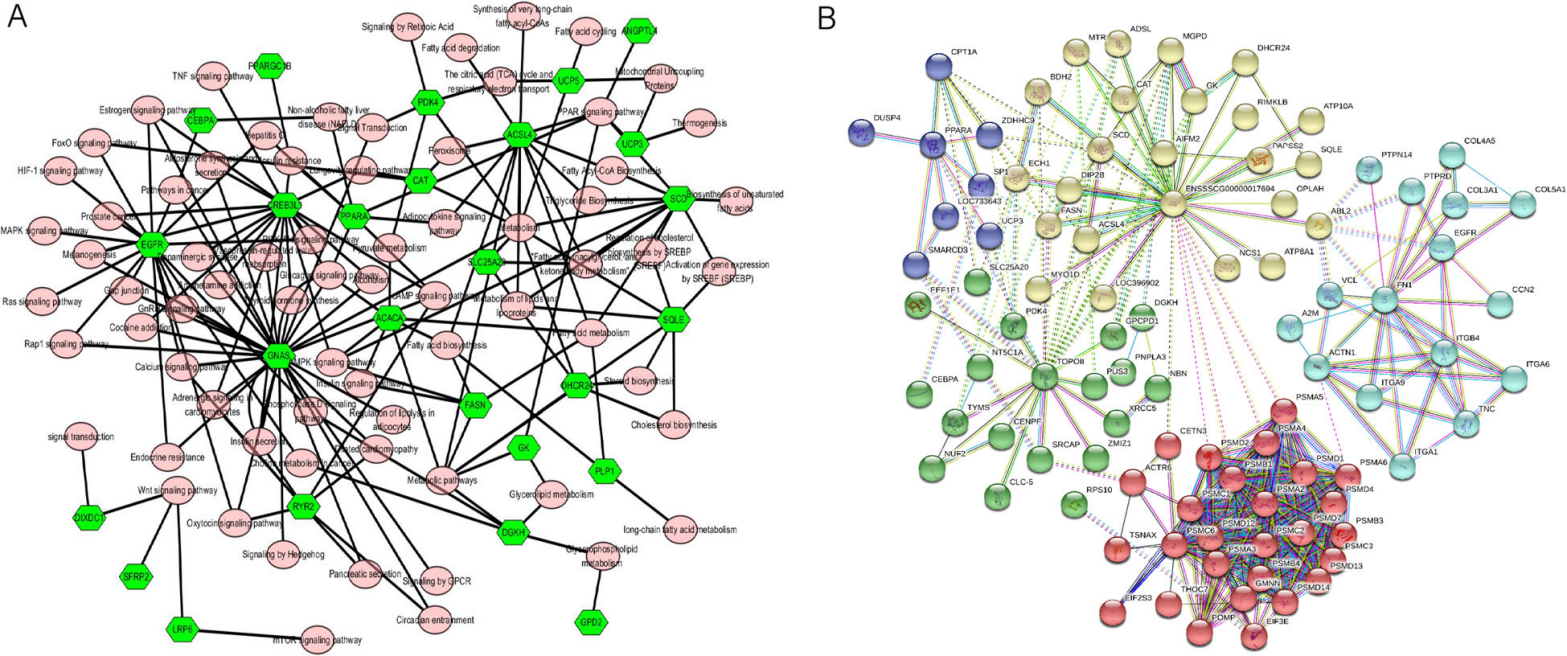
Gene interaction and functional clustering. **A**: Gene interactions with pathways, pink circle: relative pathway, green rhombus; gene symbols; **B**: Gene functional clustering by STRING 11.0, yellow: lipid deposition-related gene; blue: eight PPARA-centered fat metabolism regulatory factors; green: transcription regulators; red: proteolysis-related genes, cyan: integrin genes, structural proteins, and signal transduction-related genes

**Fig. 4:**
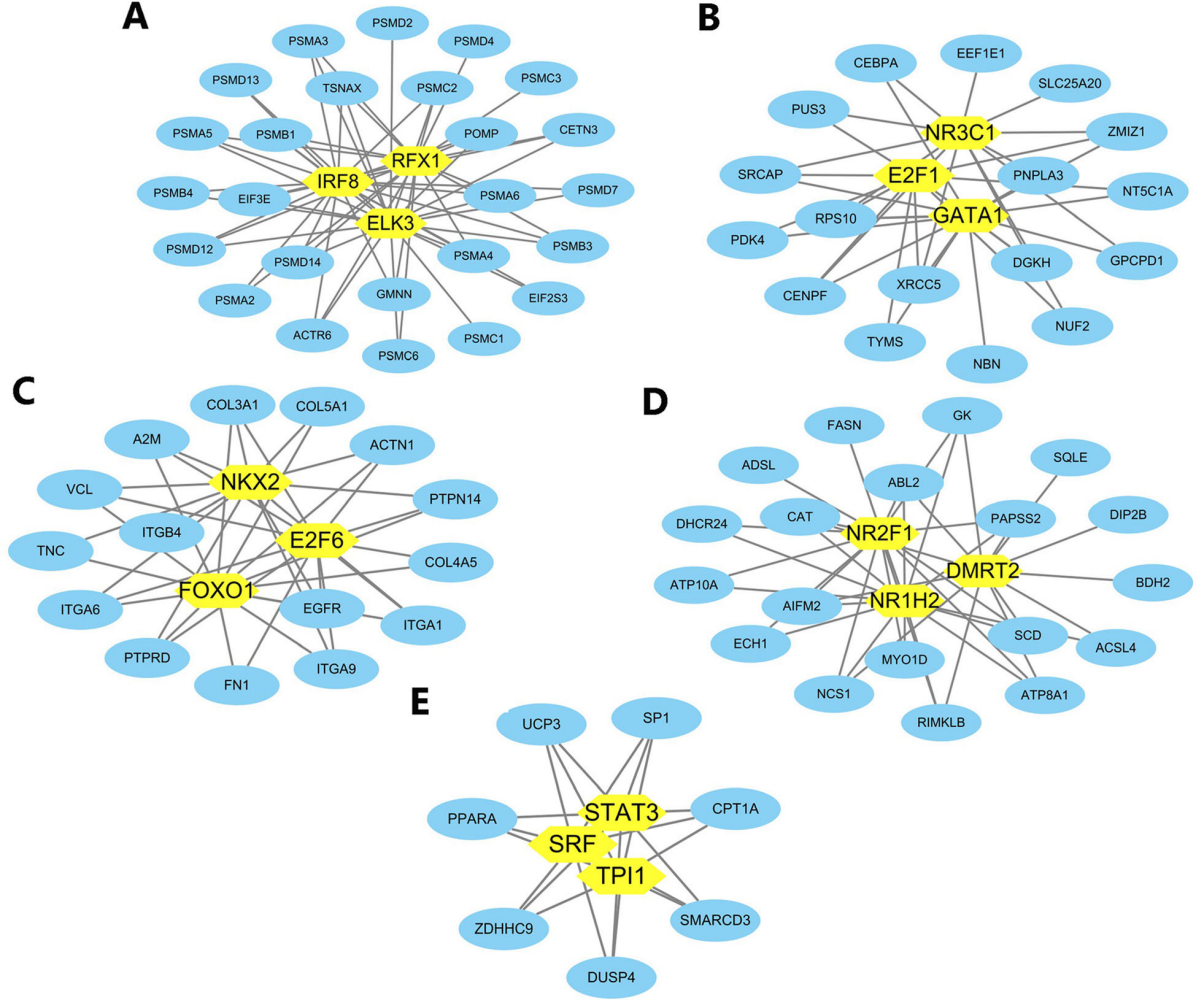
iRegulon analysis of the DEGs from the transcriptomic analysis. All genes analyzed were previously identified in Fig. 3B. Analysis of A: 27 proteolysis-related DEGs; B: 19 transcription regulator-related DEGs; C: 16 integrin genes, structural proteins, and signal transduction-related DEGs; D: 24 lipid deposition-related DEGs; E: 8 PPARA-centered fat metabolism regulatory factor gene-related DEGs

### Validation of the transcriptome via qRT-PCR

The expression trends for all 14 genes in the LD tissues were consistent with the results of the transcriptome analysis. In addition to the *ACACA* gene, the expression of the 13 genes from the BF tissue were also consistent with the results of the transcriptome analysis (Fig. 5; Table 2). This showed that the results from the transcriptome sequencing were reliable. 

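The FPKM values and the qRT-PCR of Table 2 had the same sign for each of the 14 genes in the longissimus dorsi, with 9 genes higher and 5 lower in the HF group. CEBPA, a transcription factor of fat cell differentiation, had a mean under the minimum of 0.5 FPKM. It was at 0.447, 1.03 and 1.23 FPKM in HF01 to HF03 and 0.0321 and 0.0396 in LF02 and LF03, and is listed at 0 in LF01. Its log2 fold change was 2.93 (adjusted p = 0.0937 from limma over all genes with an FPKM above 0). The paper's Table 2 gives 2.822 for this gene by qRT-PCR. For SCD the paper's qRT-PCR value is 3.529, and for PDK4 it is -2.125. The paper's qRT-PCR was done on 6 pigs of each group. The FPKM values come from 3 pigs of each, which by the paper's methods are among the same animals. The study picked the 14 genes for differing between these sequenced pigs. Neither the shared sign nor the permutation test that follows is therefore independent evidence. An exact permutation test of the 3 HF against the 3 LF pigs gave p = 0.1, its smallest value, for 13 of the 14 genes; for FASN it gave p = 0.2. Of the reference genes of the qRT-PCR, GAPDH was at 20119 ± 2312 FPKM in HF and 20759 ± 2195 in LF (log2 fold change -0.05, adjusted p = 0.922 from limma), and HPRT1 was at 10.9 ± 1.78 FPKM in HF and 15.7 ± 1.86 in LF (SD, n = 3 each; log2 fold change -0.53, adjusted p = 0.159), with every HF pig below every LF pig.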

And the differences in the expression trends for the *ACACA* gene in the muscle and adipose tissues suggests that it may play a special role in the development of intramuscular fat.

**Fig. 5:**
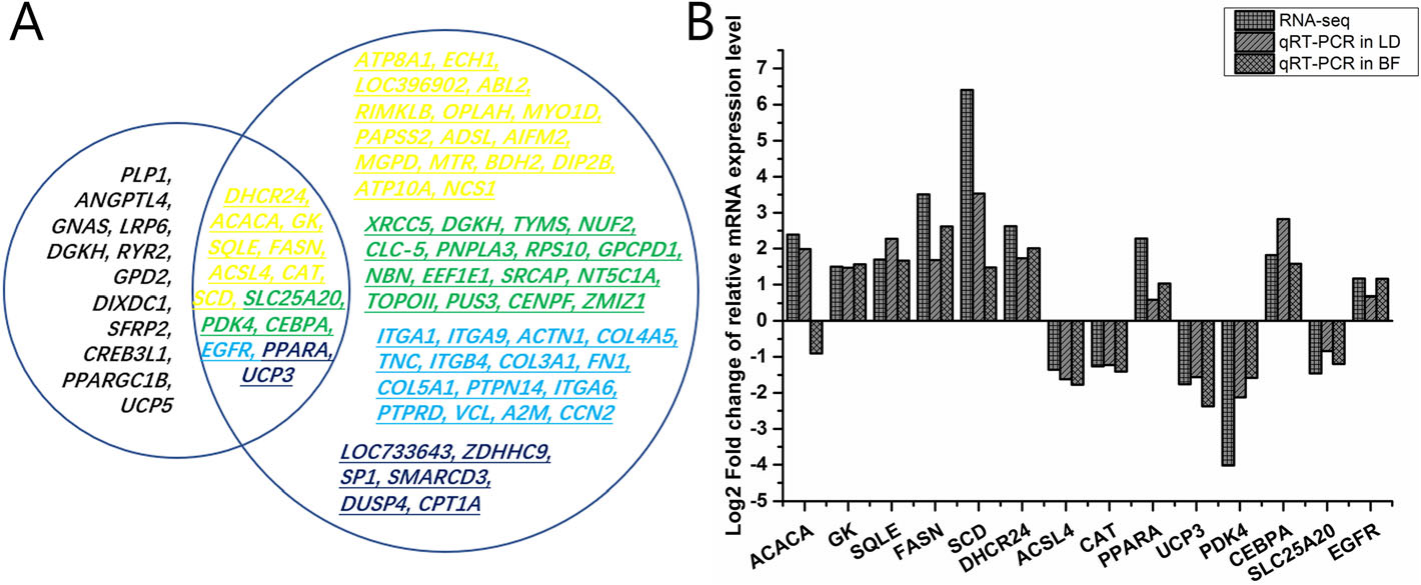
Gene overlapping and validation. **A**: Genes that overlapped between KEGG and STRING. Yellow: lipid deposition-related gene; blue: eight PPARA-centered fat metabolism regulatory factors; green: transcription regulators; cyan: integrin genes, structural proteins, signal transduction-related genes; **B**: qRT-PCR of the 14 DEGs from the LD and backfat (BF) tissues

**Table 2:** Log2FoldChanges from the RNA-seq and qRT-PCR analysis of 14 DEGs

	log2FoldChange in RNA-seq	*q* value	log2FoldChange in qRT-PCR of LD	*P* value	log2FoldChange in qRT-PCR of backfat tissue	*P* value
ACACA	2.390	7.6381E-06	1.989	0.021	−0.903	0.044
GK	1.498	0.00504505	1.468	0.040	1.566	0.027
SQLE	1.695	0.00123394	2.271	0.038	1.670	0.040
FASN	3.513	0.00887994	1.678	0.039	2.620	0.049
SCD	6.395	0.00011995	3.529	0.024	1.478	0.038
DHCR24	2.623	5.1834E-06	1.732	0.034	2.011	0.002
ACSL4	−1.360	0.00237211	− 1.623	0.030	− 1.774	0.004
CAT	−1.264	0.00027508	−1.224	0.018	−1.410	0.003
PPARA	2.278	9.7765E-07	0.593	0.034	1.033	0.041
UCP3	−1.756	0.00023243	−1.564	0.040	−2.374	0.010
PDK4	−4.015	0.00096681	−2.125	0.019	−1.580	0.045
CEBPA	1.821	0.004614	2.822	0.042	1.578	0.023
SLC25A20	−1.458	0.00114154	−0.838	0.025	−1.193	0.048
EGFR	1.172	0.00289223	0.677	0.041	1.165	0.020

### TMT-based proteomic analysis between high and low lipid deposition groups

We identified 69,815 peptide-spectrum matches (PSM) that matched 14,317 peptides, of which 11,467 were unique single peptides, and there were 2036 quantified proteins (Additional file 4 A). Most of the proteins were identified by 1–10 peptides (Additional file 4 B). The correlation coefficient is an important parameter when measuring the clusters between samples. As shown in Additional file 4 C, the variation between the biological replicates was small, especially in the high lipid deposition group. Intra-group correlation is an important parameter when measuring reproducibility within a group. The intra-group correlation was higher than the correlation between the groups, and this could be useful for subsequent data analysis.

The DEP analysis identified 99 DEPs, of which 63 were upregulated in the HF group and 36 were downregulated (Additional file 5). The 99 DEPs were analyzed using the QuickGO website (Additional file 6). Most were found to be involved in precursor metabolites and energy production, redox reactions, phosphate metabolism processes, phosphorylation, energy production by oxidation of organic components, oxidative phosphorylation, cellular respiration, and electron transport (Fig. 6A). Among them, BP had the most significant enrichment in redox reactions, energy metabolism, and fat absorption and metabolism, while MF had the most significant enrichment in steroid hormone binding and lipid binding. The KEGG functional enrichment analysis of the DEPs revealed that the TCA cycle, pyruvate metabolism, and PPAR signaling pathways, myocardial contraction, ketone body synthesis and metabolism, HIF-1 signaling pathway, carbon and nitrogen cycle, oxidative phosphorylation, and Parkinson’s syndrome (Fig. 6B). Based on the functional analysis of the DEPs, 9 were screened for further analysis, including 3-hydroxybutyrate dehydrogenase 2 *(BDH2)*, *FASN*, *SLC25A20*, eukaryotic translation initiation factor 3 subunit E (*EIF3E*), *CAT*, periaxin (*PRX*), filamin A (*FLNA*), transferrin receptor (*TFRC*), and myelin protein zero (*MPZ*) (Table 3).

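At the mRNA level, 5 of these 9 genes had a positive and 4 a negative log2 fold change in the HF group. PRX, a Schwann cell protein, was at 1.44 ± 0.585 FPKM in HF and 0.547 ± 0.239 in LF (SD, n = 3 each; log2 fold change 1.25, adjusted p = 0.116). TFRC, which imports iron-loaded transferrin, was at 60.1 ± 11.5 and 14.2 ± 13.1 FPKM (log2 fold change 2.46, adjusted p = 0.0882). FLNA, an actin crosslinker, was at 19.0 ± 7.22 and 5.74 ± 2.83 FPKM (log2 fold change 1.73, adjusted p = 0.0893). EIF3E, a translation initiation factor, was at 125 ± 37.3 and 262 ± 59.4 FPKM (log2 fold change -1.07, adjusted p = 0.0902). In each of these genes all HF pigs lay on the same side of all LF pigs. Over all genes, limma passed 0 of the 9, and all 9 had an unadjusted p under 0.05. Adjusted over the list alone, 5 were higher and 4 lower, which is not independent evidence, since the study chose them. Without LF02 the adjusted p was 0.0199 for TFRC and 0.0489 for FLNA, in ranges over all alternatives of 0.0199 to 0.258 (TFRC) and 0.0489 to 0.260 (FLNA). The models of TFRC, FLNA and EIF3E overlap other annotated genes.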

**Fig. 6:**
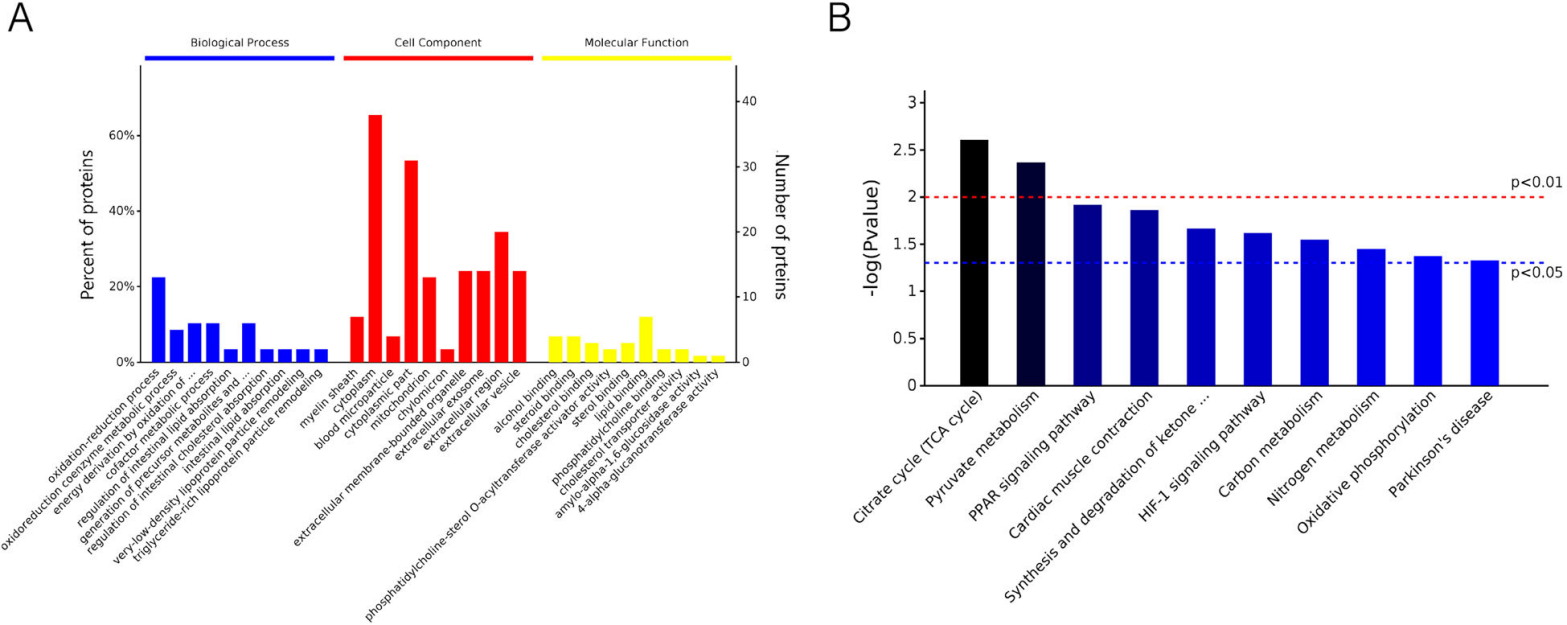
Differentially expressed protein identification and function analysis. **A**: GO analysis of the DEPs. **B**: KEGG analysis of the DEPs

**Table 3:** Statistics for the candidate genes identified from the transcriptome and proteome

Gene name	log2FC of mRNA	***q***-value	FC of protein	***P***-value	Annotated pathways
***BDH2***	−1.2750	0.0000	0.6771	0.0425	Synthesis and degradation of ketone bodies, butanoate metabolism, Metabolic pathways
***FASN***	3.5126	0.0089	1.3604	0.0213	Fatty acid biosynthesis, Metabolic pathways, Insulin signaling pathway
***SLC25A20***	−1.4577	0.0011	0.7753	0.0326	Fatty acid oxidation, Metabolism of lipids and lipoproteins, Thermogenesis, Fatty acid, triacylglycerol, and ketone body metabolism, Metabolic pathways,
***EIF3E***	−1.2736	0.0007	1.2355	0.0263	RNA transport, Hepatitis C, mTOR Pathway
***CAT***	−1.2643	0.0003	1.5619	0.0351	FoxO signaling pathway, glyoxylate and dicarboxylate metabolism, Metabolic pathways, Carbon metabolism, Longevity regulating pathway, Amyotrophic lateral sclerosis (ALS)
***PRX***	1.4445	0.0042	1.3672	0.0068	Regulation of RNA splicing
***FLNA***	1.6611	0.0007	1.2641	0.0129	MAPK signaling pathway, Focal adhesion, Salmonella infection, Proteoglycans in cancer, Cytoskeletal Signaling
***TFRC***	1.9311	0.0116	1.9358	0.0218	HIF-1 signaling pathway, Endocytosis, Phagosome, Hematopoietic cell lineage
***MPZ***	3.0469	0.0084	22.725	0.0280	Cell adhesion molecules (CAMs), Neural crest differentiation

log2FC of mRNA: log2FC value between HF and LF group in transcriptome; *q*-value: adjusted *P* value in transcriptome; FC of protein: fold-change value between HF and LF group in proteomic

### Candidate gene screening with the combined transcriptome and proteome data

A Venn diagram was produced for the lipid deposition-related candidate DEPs and DEGs, and it showed that three genes overlapped, *FASN, CAT,* and *SLC25A20*, and they were identified as lipid deposition related genes (Fig. 7). 

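FASN, fatty acid synthase, lies on chromosome 12 of Sscrofa11.1 from 922417 to 937560. It was at 2.63, 16.3 and 51.6 FPKM in HF01, HF02 and HF03 and at 2.65, 1.90 and 1.14 in LF01, LF02 and LF03, a log2 fold change of 2.80 (standard error 0.90, adjusted p = 0.121 from limma). With 1 pig left out, this ran from 1.82 (without HF03) to 3.94 (without HF01), and the adjusted p over all alternatives from 0.0631 to 0.296. SLC25A20, the carrier that brings acylcarnitine into mitochondria, lies on chromosome 13 from 31523822 to 31553286. It was at 15.0 ± 2.68 FPKM in HF and 39.4 ± 18.1 in LF (SD, n = 3 each), a log2 fold change of -1.29 (standard error 0.34, adjusted p = 0.0971). CAT, catalase, was on the same side as SLC25A20. Neither FASN nor SLC25A20 passed limma over all genes; SLC25A20 had an adjusted p of 0.0466 without LF02, in a range of 0.0466 to 0.262. From the overlap of its candidate genes and proteins, the paper states that FASN, CAT and SLC25A20 are lipid deposition related.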

While FASN and CAT displayed a consistent tendency between the mRNA and protein, *SLC25A20* displayed the opposite tendency. 

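For FASN, the mRNA of the HF group was on the higher side and the paper's protein fold change in Table 3 is 1.3604. For SLC25A20, mRNA was on the lower side and the paper's protein fold change is 0.7753, also lower. For CAT, mRNA was on the lower side, with every HF pig below every LF pig, while the paper's protein fold change is 1.5619, higher in HF. Over the 9 genes of Table 3, the direction of mRNA and protein was the same for 7 and opposite for CAT and EIF3E, whose protein fold change in the paper is 1.2355. The protein values are the paper's.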

Moreover, several DEGs were not detected in the proteomic analysis, including *DHCR24, ACACA, GK*, and *UCP3.*

**Fig. 7:**
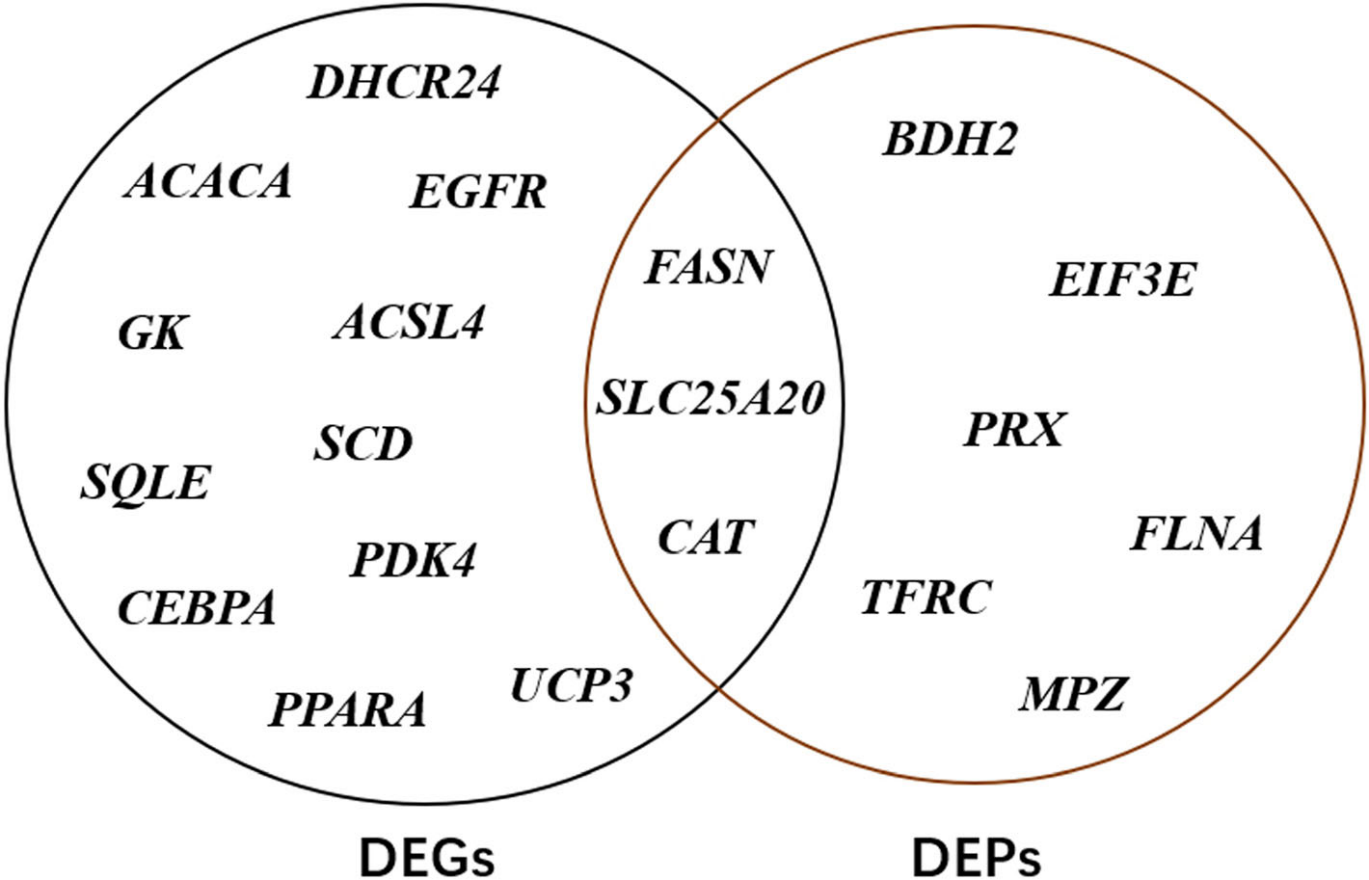
Venn plot of the candidate proteins and DEGs for lipid deposition

## Discussion

Asian wild pigs were derived from ancient wild boars approximately 1.2–0.8 million years ago and the domestication of the pig in China occurred ∼9000 years ago [22, 23]. Nanyang black pigs are one of the three main Chinese indigenous pig breeds in Henan Province and the quality of their meat is higher than that of Western commercial breeds (China National Commission of Animal Genetic Resources 2011) [15]. Lower selection intensity in Nanyang black pigs has resulted in obvious genetic and phenotypic differentiation, especially in lipid deposition traits [11]. Genetic diversity provides the basic information required for research into genetics and breeding [17, 24, 25]. Consequently, the detailed genetic mechanisms for lipid deposition in Nanyang black pigs requires further investigation. In the present study, live screening was performed, and phenotypic differences between the groups were confirmed by assessing their slaughtering backfat thickness, IMF, fatty acid, and Oil Red O staining. The results showed that the Nanyang black pigs were suitable to screen for genes related to fat deposition. Subsequently, a multiple omics method was adopted to compare high and low lipid deposition groups sourced from a local pig breeding farm. Although there have been several comparative studies on pig lipid deposition and several lipid-related genes have been reported, most of these investigations have been carried by analyzing the differences between species or between different physiological stages [3, 10, 17, 24–28].

According to the central dogma of molecular biology, the process from genome to transcriptome to proteome is a step-by-step process that is extremely complex and has been perfected throughout evolution. The transcriptome is sensitive and can identify almost all genes expressed in the tissue. Here, the number of positively expressed genes identified in this study was 16,579; however, coding genes need to be translated into proteins, so further screening using proteomics was required. Transcriptome responses may be triggered by a variety of factors, such as transcription factors [12]. While the current sensitivity of proteomics is not currently precise enough to detect all proteins. After database comparisons, the number of positively expressed proteins identified was 2036, which was lower than that of the transcriptome. Although some DEPs (*CMYA1, IGHG, LOC100522678, and LOC100623720*) were not detected in transcript level, all of them were mot well annotated (https://www.ncbi.nlm.nih.gov/) [29]. Theoretically, despite complex post-transcriptional controls, the relationship between mRNA and protein levels should be positively correlated. Previous studies have reported a medium or low positive correlation between the transcriptome and proteome [10, 30, 31]. 

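The log2 fold changes of mRNA from FPKM and the paper's protein fold changes were compared gene by gene. For the 9 genes of Table 3, Pearson's r was 0.646 (exact permutation test over pairings, two-sided, p = 0.00806) and Spearman's rho was 0.583 (exact permutation test, p = 0.108). With the protein values of Additional file 5 in place of those of Table 3, where held, r was 0.707 (exact permutation test, p = 0.0341). The p of r therefore depends on which protein values are used. Of Additional file 5 the first 963 of 2036 proteins were held here. These 963 proteins hold 99 past the paper's protein thresholds, and 75 of those matched a tested gene by symbol. Over the 75, r was 0.309 (permutation test with 100000 resamples, p = 0.0146) and rho was 0.269 (permutation test, p = 0.0195), and 39 of 75 had the same sign in mRNA and protein. Both correlations are across genes, which are not independent replicates, and the genes were chosen by the study on these pigs.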

In this study, the correlation index between DEGs from the RNA-seq and DEPs from the TMT analysis was approximately 0.7 (*P* < 0.05), which indicates that the high-throughput data was of high quality and the screening results were moderately reliable. While the combined analysis of the transcriptome and proteome data can provide more accurate and comprehensive gene expression information than single omics data, some genes from the single omics results were also discussed here to compliment the combined results [12, 19]. Here, we have focused on screening the candidate genes regulating lipid deposition by combining DEGs and DEPs.

In this investigation, the DEGs and DEPs of *FASN*, *SLC25A20*, and *CAT* were found to overlap. *FASN*, encoded by a gene located in a QTL region associated with fatty acid composition and involved in fatty acid metabolism, has been widely reported as a marker gene for lipogenesis in cattle [32], mice [33], rats [34], and pigs [35]. 

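THRSP, ELOVL6 and ACLY, which work with FASN in making fatty acids, were higher in HF02 and HF03 than in any LF pig. THRSP, a thyroid hormone responsive regulator of lipogenesis, was at 1.35, 32.8 and 57.3 FPKM in HF01, HF02 and HF03 and at 1.24, 1.95 and 0.689 in LF01 to LF03. ELOVL6, a fatty acid elongase, was at 1.07, 10.5 and 18.0 FPKM in the HF pigs and 1.02, 1.21 and 0.784 in the LF pigs. ACLY, which makes cytosolic acetyl-CoA, was at 2.45, 6.00 and 21.3 against 2.35, 1.59 and 2.79 FPKM. In HF01 each of these genes was within the range of the LF pigs. The fat cell markers ADIPOQ, PLIN1 and CIDEC were also higher in HF02 and HF03 than in any LF pig, and not in HF01. The log2 fold changes of THRSP, ELOVL6 and ACLY were 3.43, 2.48 and 1.60 (adjusted p = 0.134, 0.136 and 0.182 from limma), and those of ADIPOQ, PLIN1 and CIDEC were 0.83, 1.20 and 1.44 (adjusted p = 0.583, 0.417 and 0.306), so none passed.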

*FASN* was expressed at significantly higher levels in the high fatty acid group, which was in accordance with its fatty-accumulating functions that were identified in previous studies [35, 36]. Consistent expression tendencies for the *FASN* also helped to validate the accuracy of our multi-omics studies. *CAT*, a key regulator of oxidative stress, also showed higher levels in the high lipid deposition group. This indicates that it is upregulated to compensate for the H_2_O_2_ accumulation induced by the high lipid levels. 

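CAT mRNA was on the lower side in the HF group. The gene lies on chromosome 2 of Sscrofa11.1 from 26493625 to 26581452, where its model overlaps that of ABTB2 from 26579331. It was at 66.8 ± 11.5 FPKM in the HF pigs and 154 ± 46.4 in the LF pigs (SD, n = 3 each), with a log2 fold change of -1.17 (standard error 0.28, adjusted p = 0.0899 from limma). Of 17 antioxidant genes tested, 13 had a negative log2 fold change, with a median of -0.38 (camera, adjusted p = 0.0847). Over all genes, limma passed 0, with 4 lower at an unadjusted p under 0.05, and adjusted over the list alone 1 was lower, CAT itself. GSR, glutathione reductase, was at 3.08 ± 0.533 and 6.37 ± 2.75 FPKM (adjusted p = 0.137), and SOD1, a superoxide dismutase whose model overlaps another gene, at 40.9 ± 8.49 and 67.9 ± 24.8 (adjusted p = 0.191). Without LF02 the adjusted p was 0.0453 for CAT and 0.0493 for GSR, in ranges over all alternatives of 0.0453 to 0.257 (CAT) and 0.0493 to 0.329 (GSR).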

Generally, the oxidative status of pork helps to determine its pH value after slaughter, drop loss, and IMF content [37]. Additionally, endogenous catalase regulates the polarization of adipose macrophages, thus inhibiting inflammation and insulin resistance in humans [38]. Catalase-knockout mice showed exacerbated insulin resistance, amplified oxidative stress, and accelerated macrophage infiltration into white adipose tissues [38]. Unlike *FASN* and *SLC25A20*, *CAT* displayed a divergent expression pattern between its mRNAs and proteins, indicating complex post-transcriptome regulatory mechanisms and functional networks either from multiple-omics [39] or *CAT* analysis [40]. PPAR signaling pathways were significantly clustered with *P* < 0.05 in the DEPs covering *FASN* and *SLC25A20*. *SLC25A20* is a key molecule that transfers acyl-carnitine esters to free carnitine across the mitochondrial membrane during mitochondrial beta-oxidation. 

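The named targets of PPARA did not all follow PDK4. FABP4, the fatty acid binding protein of fat cells, was at 104 ± 32.2 FPKM in HF and 90.6 ± 37.4 in LF (SD, n = 3 each; log2 fold change 0.25, adjusted p = 0.714 from limma). CYP4A24 lay under 0.2 FPKM in each pig and is listed at 0 in 3 of them. ANGPTL4, an inhibitor of lipoprotein lipase that fasting induces, was at 1.79 ± 0.454 and 8.47 ± 4.08 FPKM (log2 fold change -2.09, standard error 0.36, adjusted p = 0.0738; 0.0277 without LF02, in a range of 0.0277 to 0.247). CPT1B, the muscle transferase that feeds SLC25A20 and lies in overlapping models, was at 21.0, 11.7 and 24.6 FPKM in HF01 to HF03 and at 37.8, 29.7 and 29.0 in LF01 to LF03 (log2 fold change -0.81, adjusted p = 0.146).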

*SLC25A20*, like *FABP4*, *ACOX1*, *CYP4A24*, and *PDK4*, is also known as a *PPARA* target gene, which had a main function of fatty acid β-oxidation [41]. In all, *FASN*, *CAT,* and *SLC25A20* were all causal genes determining lipid deposition in LD.

*BDH2*, was also identified as a DEG and DEP; however, functional analysis of the DEGs involved in lipid deposition missed *BDH2*. *BDH2* is distinct from mitochondrial type-*BDH1*, as it plays a role in cytosolic ketone body utilization and in secondary systems for energy supply during starvation [42]. For lipid deposition, *BDH2* expression was reported to be positively associated with adiposity by generating precursors for lipid and sterol synthesis [43, 44]. However, *BDH2* is also regarded as a fatty acid oxidation gene functioning with *CYP4A3* [45]. 

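BDH2, the cytosolic dehydrogenase of ketone bodies, had nearly equal values within each group. It lies on chromosome 8 of Sscrofa11.1 from 117969991 to 117995216 and was at 7.15 ± 0.258 FPKM in the HF pigs and 15.1 ± 1.26 in the LF pigs (SD, n = 3 each). The log2 fold change was -1.07 (standard error 0.17, adjusted p = 0.0702 from limma), and every HF pig was below every LF pig (exact permutation test, p = 0.1). Without LF02 the adjusted p was 0.0497, and over all alternatives it ran from 0.0497 to 0.238. The paper's protein fold change for BDH2 in Table 3 is 0.6771. BDH1, the mitochondrial enzyme, went the other way, with 6.87 ± 1.11 and 3.59 ± 1.14 FPKM (log2 fold change 0.95, adjusted p = 0.0992). The paper proposes from the lower mRNA and protein that BDH2 acts in fatty acid oxidation in these pigs.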

In the present study, the mRNA and protein levels of BDH2 were all significantly downregulated in the high lipid deposition group, suggesting that *BDH2* in the Nanyang black pigs was more likely to be related to fatty acid oxidation and could be identified as a candidate gene for lipid traits. The detailed mechanisms for these processes require further analysis. Upstream transcriptional factor analysis of the 24-lipid deposition-related genes showed that *NR2F1*, *NR1H2*, and *DMRT2* were mainly clustered (NES > 5.042) by *FASN, SCD, ACSL4, CAT,* and *BDH2*. *NR2F1* and *NR1H2* are best known as nuclear oxysterol receptors and physiological master regulators of lipid and cholesterol metabolism [46], while DMRT2 was mainly reported as a myogenic regulator [47]. 

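The mRNA of the predicted upstream factors DMRT2, NR2F1 and NR1H2 did not pass limma. DMRT2, a regulator of muscle development, was at 0.558 ± 0.113 FPKM in HF and 0.444 ± 0.149 in LF (SD, n = 3 each; log2 fold change 0.29, adjusted p = 0.666 from limma). NR2F1, a nuclear receptor, was at 0.822 ± 0.474 and 0.851 ± 0.101 FPKM (log2 fold change -0.21, adjusted p = 0.809). NR1H2, a receptor for oxysterols, was at 17.6 ± 1.83 and 27.4 ± 6.78 FPKM (log2 fold change -0.61, standard error 0.24, adjusted p = 0.163), and all HF pigs were below all LF pigs.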

Here, we screened three upstream transcriptional factors regulating lipid deposition-related DEGs, especially DMRT2.

Other DEGs (*DHCR24*, *ACACA*, *GK*, *SQLE*, *ACSL4*, *SCD*, *PDK4*, *CEBPA*, *EGFR*, *PPARA*, and *UCP3*) were screened using KEGG and K-means algorithms. Unfortunately, the TMT-based quantitative proteomics could not detect them. Most of them showed overlaps with previous omics studies, especially *ACACA*, *ACSL4*, *SCD*, *PDK4*, *CEBPA*, *EGFR*, *PPARA*, and *UCP3* [10, 26, 48, 49]. *DHCR24* and *SQLE* are involved in lipid metabolism and cholesterol synthesis, as reported previously for granulosa cells through FSH and FOXO1 [50]. The upregulation of *GK* is related to higher lipid biosynthesis [51, 52]. 

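Of the genes of lipid use shown here, SQLE and GK were on the higher side in the HF group. SQLE, squalene epoxidase, was at 1.06 ± 0.226 FPKM in HF and 0.324 ± 0.0813 in LF (SD, n = 3 each; log2 fold change 1.45, adjusted p = 0.0899 from limma). GK, glycerol kinase, was at 1.93 ± 0.656 and 0.881 ± 0.0558 FPKM (log2 fold change 0.99, adjusted p = 0.112). ACSL4, which activates long-chain fatty acids, was at 8.85 ± 3.35 and 20.4 ± 8.07 FPKM (log2 fold change -1.19, adjusted p = 0.106). In each of these genes the HF and LF pigs did not overlap. The GK model overlaps another annotated gene.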

In the present study, all the genes mentioned were upregulated in the HF group, in addition to *ACSL4*, *UCP3*, and *PDK4*, which had also been reported in previous investigations [32, 53]. As reported previously, *ACSL4* and *UCP3* were associated with lipogenesis. It should be noted that *ACACA* displayed an opposite tendency in the LD and backfat tissues and high expression levels in the HF groups LD tissue and the LF groups backfat tissue; a similar phenomenon was observed in a previous investigation [54]. ACACA was also a key lipogenic enzyme involved in hepatic lipid deposition. There have been many controversial studies of the multiple roles involving ACACA in mono- and poly-unsaturated fatty acid content and performance traits [54, 55]. Stachowiak et al. further reported that ACACA shows a distinct expression pattern in the subcutaneous fat and LD muscle of Landrace pigs [56]. This indicates that *ACACA* might be involved in determining the directional deposition of the lipids and this should be investigated further in the future.

## Conclusions

In conclusion, we identified 481 DEGs using high-quality RNA-seq and 99 DEPs using a TMT-based quantitative proteomic analysis. By combining the transcriptome and proteome profiles, 15 genes were identified as being associated with genetic divergence. These genes were divided into lipid deposition-related genes (*BDH2*, *FASN*, *CAT*, *DHCR24*, *ACACA*, *GK*, *SQLE*, *ACSL4*, and *SCD*), PPARA-centered fat metabolism regulatory factors (*PPARA* and *UCP3*), transcription or translation regulators (*SLC25A20*, *PDK4*, and *CEBPA*), integrin, structural proteins, and signal transduction-related genes (*EGFR*). Among them, *FASN*, *CAT*, and *SLC25A20* were the main causal candidate genes. Upstream transcriptional factor analysis validated the three-lipid deposition-related genes *NR2F1*, *NR1H2*, and *DMRT2.* According to the results obtained in the present study, the genetic mechanisms of divergence in the Nanyang black pigs are complex and determined by multiple genes. This study provides valuable information for further research of the molecular mechanisms underlying porcine lipid deposition traits, especially those for Nanyang black pigs. Taking advantage of the causal genes for lipid deposition could improve the breeding of Nanyang black pigs and help to preserve Chinese indigenous breeds.

## Materials and methods

### Ethics statement

The experimental 12 pigs used were all obtained from a national elite reservation farm in Neixiang, MuYuan Foods co ltd, China, as per their permission. Slaughter and sampling were all carried out under tight supervision to minimize animal suffering. The Animal Welfare Committee of the State Key Laboratory for Agro-Biotechnology of the China Agricultural University approved all procedures for animal care (approval number, SKLAB-2012-04-07). Furthermore, all experiments were conducted in accordance with approved relevant guidelines and regulations during slaughter, sampling, and sample conservation.

### Animals

The Nanyang black pig population composing of 12 Nanyang black pigs was in Neixiang county of Nanyang City and were all housed for their lifespan in the standard environmental conditions, with a natural, uncontrolled room temperature. All diets were formulated to provide essential nutrients to meet NRC requirements of China in 2012. The relative humidity and temperature of the piglet houses were maintained at 60–65% and 25–28 °C, respectively. The animals were fed three times a day and had access to water ad libitum. Pedigree information is available for all animals. Backfat thickness between the 3rd and 4th last ribs of sibling female pigs from a pen was measured using real-time B-mode ultrasonography with an HS1500 convex scanner (Honda Electronics, Toyohashi, Japan). All the twelve pigs were slaughtered and the LD and backfat tissues were excised and sampled for qRT-PCR. Six pigs were used for IMF measurements, cryotome observations, and transcriptome and proteome analysis. Backfat thickness was measured using Vernier calipers.

### Phenotype measurements and histological observations

To evaluate the production performance of the sows, especially their lipid deposition traits, we measured IMF using the Soxhlet extraction method, as previously described [18, 19]. Their fatty acids were also measured using gas chromatography-mass spectrometry (GC-MS) (Agilent 7890A, CA, USA). Measurements of the 6 individuals were performed using three technical replicates. Samples of LD muscle stored at − 80 °C were embedded in optimum cutting temperature (OCT) compound and dissected along the horizontal axis into 19–20 nm thick pieces. The frozen sections were then stained with Oil Red O and hematoxylin eosin for 5 min and 1 min, respectively [18]. Viewing and imaging were conducted using a microscope (× 1.6; Nikon, Tokyo, Japan) in a white field; three fields of horizon were selected randomly and saved for later statistical analysis using Image J (Version:1.8.0).

### RNA extraction and sequencing

LD and backfat samples were homogenized, and RNAs were extracted in Trizol (Invitrogen, USA) according to the manufacturer’s instructions. Isolated total RNA was quantified (Nanodrop, ND2000) and quality controlled with typical curves (Agilent, Bioanalyzer 2100). Only high-quality RNA (RNA integrity number, RIN > 7.0) was used to construct the cDNA libraries (TruSeq RNA Sample Preparation Guide, Illumina Inc., San Diego, CA). All libraries were sequenced on a HiSeq 4000 (Illumina Inc., San Diego, CA, USA) with PE (paired end; 150 bp). The obtained raw data were filtered to clean data with fastp (version 0.12.3) by removing reads containing adapters, low-quality reads, and reads containing more than 5% N (default parameters), and they were then mapped to the pig reference genome of *Sus scrofa 11.1.92* (ftp://ftp.ensembl.org/pub/release-92/fasta/sus_scrofa/dna/Sus_scrofa.Sscrofa11.1.dna.toplevel.fa.gz) using HISAT2 (version 2.0.5) [57, 58]. The number of fragments per kilobase of the transcripts per million mapped reads (FPKM) was used to determine the levels of gene expression with cufflinks (version 2.2.1) [59]. The HTSeq (version 0.6.1) [60] using “intersection-strict” mode and a minimum alignment quality of 10 was used to construct the read counts matrix as the DESeq2 input data. DESeq2 [61] with outlier replacements and independent filtering was adopted to detect the differentially expressed transcripts between the high and low lipid deposition groups. The differentially expressed genes (DEGs) between the groups were identified using a statistical significance of |log2 fold change| > 1 and *q*-value (adjustment for *P* value) < 0.01.

### Functional annotation of differentially expressed genes

Gene Ontology (GO) terms and the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways were used to annotate the transcriptome results. DAVID 6.8 [62] and KOBAS3.0 [63] were adopted, and only GO terms or KEGG pathways that were found to overlap by the two websites were regarded as candidates (*P* < 0.05). Moreover, interaction networks between the DEGs were also analyzed using STRING11.0 [64]. Clustering of the STRING networks was performed using an embedded k-means algorithm, with a number of expected clusters determined empirically [65]. Furthermore, to screen the possible regulators or transcription factors that were activating or inhibiting gene expressing, iRegulon v1.3. was used to identify transcription factors regulating DEGs expressing in silico [66]. Gene interaction diagrams were constructed using Cytoscape 3.8.2 (http://www.cytoscape.org/) according to the manufacturer’s instructions.

### Quantitative real-time PCR (qRT-PCR)

Total RNA was extracted for qRT-PCR analysis in the LD and backfat tissues of the 12 pigs, which included the high lipid group (*n* = 6) and the low lipid group (n = 6). In all, 14 DEGs were chosen randomly for qRT-PCR (*ACACA, GK, SQLE, FASN, SCD, DHCR24, ACSL4, CAT, PPARA, UCP3, PDK4, CEBPA, SLC25A20,* and *EGFR*) (Additional file 7). Among them, *ACACA, GK, SQLE, FASN, SCD, DHCR24, PPARA, CEBPA,* and *EGFR* were upregulated, while *ACSL4, CAT, USP3, PDK4,* and *SLC25A20* were downregulated in the high-lipid group. All experiments were performed in triplicates. Relative gene expression levels were normalized to the levels of GAPDH and HPRT. The 2^−ΔΔCt^ method was used to evaluate the relative gene expression levels [67]. All experiments were carried out using the CFX96TM Real-Time System (Bio-Rad, Hercules, CA, USA). Data are presented as means ± standard error. The differences in the values were evaluated using Duncan’s multiple comparison with a Bonferroni justification by using SAS 9.2. The differences were considered significant at *P* < 0.05 and highly significant at < 0.01.

### Tandem mass tag based proteomics

Isobaric tandem mass tags (TMTs) were used to detect differentially expressed proteins (DEPs) in the pigs with divergent lipid traits [68]. The LD tissue was digested and labeled with TMT labels and then analyzed using liquid chromatography-tandem mass spectrometry (LC-MS/MS). A six-plex TMT strategy and high-performance liquid chromatography (HPLC) fractionation of 15 times followed by LC-MS /MS using Q-Exactive HF-X (Thermo Scientific, CA) was used to identify the DEPs. This process allowed for three simultaneous replicates in a single run, guaranteeing high confidence and robust statistics for quantitative measurements [69].

The LC-MS/MS data were searched for in the “Uniprot_*Sus scrofa*_ 50068–20180925 _Uniprot.fasta” database (https://www.uniprot.org/uniprot/?query=taxonomy:9823) using Max Quant 1.6.0.16 (Thermo Fisher Scientific) for peptide identification and quantification. At least two unique peptides for a unique protein, with a *q-value* < 0.01, were screened for further quantification. The quantification level for the unique peptide was corrected as the proportion of the total intensity of the assigned peptides. Peptide-spectrum match (PSM) filtering was performed using linear discriminant analysis, as described previously [70]. Relative protein expression levels were normalized to the median average peptide ratio. Fold changes of > 1.2, < 0.833, and a *P* < 0.05, were set as the thresholds with which to identify the DEPs. Fisher’s exact test in QuickGO (http://www.ebi.ac.uk/QuickGO/) was used to evaluate the significance level of the GO TERM after the DEP enrichment. KEGG enrichment was carried out using KEGG API (https://www.kegg.jp/kegg/rest/keggapi.html).

### Statistical analysis

The results shown in the tables and figures represent at least three independent trials or until reproducible results were obtained. Data are presented as the mean ± standard error (SE). Student’s t-tests were performed using Statistical Analysis System software (SAS, version 9.2, SAS Institute Inc., Cary NC, USA) to examine the significance of the differential expression levels among the groups, and the differences among the groups were considered significant at *P* < 0.05 and highly significant at *P* < 0.01.

## Supplementary Information

**Additional file 1: Table.** Transcriptome data from *longissimus dorsi* (LD) samples from Nanyang Black pigs. Basic transcriptome summary data for six samples including the Raw reads, Clean reads rate, and mapping rates.

**Additional file 2: Figure.** Correlation analysis of gene expression both between and in groups. FPKM based analysis and count number-based analysis results in transcriptome analysis.

**Additional file 3: Figure.** Functional analysis of the 481 DEGs using GO and KEGG. Results of the GO and KEGG analysis of the 481 DEGs from transcriptome with |log2 fold change| > 1 and *q*-value < 0.01.

**Additional file 4: Figure.** Analysis of TMT-based proteomic analysis. Detailed results from the TMT-based proteomic analysis including the basic information, peptide number, and correlation analysis.

**Additional file 5: Table.** TMT_based proteomic expression analysis of the Nanyang black pigs. Expression analysis of the differentially expressed proteins identified in this investigation.

**Additional file 6: Figure.** Differentially expressed protein identification and functional analysis. Analysis of the 99 differentially expressed proteins identified in this investigation.

**Additional file 7: Table.** Primers used for the qRT-PCR analysis of the DEGs. A list of the primers used to assess the differentially expressed genes composing of ACACA, GK, SQLE, FASN, SCD, DHCR24, ACSL4, CAT, PPARA, UCP3, PDK4, CEBPA, SLC25A20, and EGFR.

## Data Availability

The datasets generated and analyzed during the current study are available in the GEO repository with the accession number: GSE165613 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE165613).

# Supplementary material for: Candidate gene screening for lipid deposition using combined transcriptomic and proteomic data from Nanyang black pigs
**Source:** BMC Genomics. 2021 Jun 12;22:441. doi: 10.1186/s12864-021-07764-2
**Supplement:** Supplementary file 1 — Additional file 1: Table. Transcriptome data from longissimus dorsi (LD) samples from Nanyang Black pigs. Basic transcriptome summary data for six samples including the Raw reads, Clean reads rate, and mapping rates.

Additional File 1: Table. Transcriptome data from *longissimus dorsi* (LD) samples in Nanyang Black pigs

| **Sample** | **HF01** | **HF02** | **HF03** | **LF01** | **LF02** | **LF03** |
| --- | --- | --- | --- | --- | --- | --- |
| **Raw reads** | 55,563,730 | 62,048,786 | 59,307,244 | 63,476,448 | 62,333,082 | 58,662,066 |
| **Raw bases** | 8,334,559,500 | 9,307,317,900 | 8,896,086,600 | 9,521,467,200 | 9,349,962,300 | 8,799,309,900 |
| **Clean reads** | 52,920,492 | 58,711,272 | 54,788,332 | 60,436,906 | 59,761,944 | 56,164,520 |
| **Clean reads rate** | 0.95 | 0.94 | 0.92 | 0.95 | 0.95 | 0.95 |
| **Clean bases** | 7,938,073,800 | 8,806,690,800 | 8,218,249,800 | 9,065,535,900 | 8,964,291,600 | 8,424,678,000 |
| **Low quality reads** | 463,834 | 595,480 | 463,882 | 870,012 | 539,086 | 541,134 |
| **Low quality reads rate** | 0.83 | 0.96 | 0.78 | 1.37 | 0.86 | 0.92 |
| **Ns reads n** | 10,030 | 10,956 | 9,900 | 11,520 | 9,876 | 8,862 |
| **Ns reads rate** | 0.02 | 0.02 | 0.02 | 0.02 | 0.02 | 0.01 |
| **Adapter polluted reads** | 2,169,374 | 2,731,078 | 4,045,130 | 2,158,010 | 2,022,176 | 1,947,550 |
| **Raw Q30 bases rate** | 94.15 | 94.3 | 94.54 | 93.3 | 94.01 | 94.01 |
| **Clean Q30 bases rate** | 94.53 | 94.75 | 94.83 | 93.96 | 94.41 | 94.44 |
| **Mapping rates** | 95.07 | 95.02 | 94.81 | 94.75 | 94.84 | 95.17 |

HF: high fat deposition group; LF: low fat deposition group.

# Supplementary material for: Candidate gene screening for lipid deposition using combined transcriptomic and proteomic data from Nanyang black pigs
**Source:** BMC Genomics. 2021 Jun 12;22:441. doi: 10.1186/s12864-021-07764-2
**Supplement:** Supplementary file 7 — Additional file 7: Table. Primers used for the qRT-PCR analysis of the DEGs. A list of the primers used to assess the differentially expressed genes composing of ACACA, GK, SQLE, FASN, SCD, DHCR24, ACSL4, CAT, PPARA, UCP3, PDK4, CEBPA, SLC25A20, and EGFR.

Additional file 6: Table. Primers used for the qRT-PCR of the DEGs

| Gene symbol | log2Fold-Change | *q-value-*value | Primer Sequence  3’ to 5’ | Length（bp） |
| --- | --- | --- | --- | --- |
| *ACACA* | 2.38994 | 7.64E-06 | TGGAGGAGAAGGAGGG | 126 |
|  |  |  | GGTGCAAGCCAGACAT |  |
| *GK* | 1.497917 | 0.005045 | TAAAGCAGTTTTGGGACC | 105 |
|  |  |  | TGATGATGACTAAGTAGTTCAGC |  |
| *SQLE* | 1.695407 | 0.001234 | CCAGTTCGCCGTCTT | 155 |
|  |  |  | CTGCTCCTACTAAGGTTGTT |  |
| *FASN* | 3.512594 | 0.00888 | CTCCAAGCAGGCGAACACG | 102 |
|  |  |  | CCACGAAGGGAAGCAGGGT |  |
| *SCD* | 6.395106 | 0.00012 | GAGTCACCGAACTTACAAA | 192 |
|  |  |  | AAGCAGCCAACCCAC |  |
| *DHCR24* | 2.623483 | 5.18E-06 | GTGCCTCTTCCTCCTGC | 149 |
|  |  |  | CCTGCTCCTTCCATTCC |  |
| *ACSL4* | -1.3599 | 0.002372 | AAGCACGAACAATAGACA | 123 |
|  |  |  | GACAGAGCGATATGGAC |  |
| *CAT* | -1.26431 | 0.000275 | AATCCGATAGGAGACAAAC | 164 |
|  |  |  | ACCTCAAAGTAGCCAAAA |  |
| *PPARA* | 2.278345 | 9.78E-07 | AGCGTGGCACTGAACATC | 143 |
|  |  |  | CTCCGATCACATTTGTCATAGA |  |
| *UCP3* | -1.7557 | 0.000232 | TGGGGTGGAGCCCTGAG | 193 |
|  |  |  | GCAGGGAGGTTCCAGGAGA |  |
| *PDK4* | -4.01542 | 0.000967 | CGGATGCTGATGAACCAACAC | 106 |
|  |  |  | GGACCACTGCTGCCACAT |  |
| *CEBPA* | 1.821306 | 0.004614 | GGCTACCTGGACGGCAGG | 187 |
|  |  |  | GCGGAGGGTGTGAATGCG |  |
| *SLC25A20* | -1.45768 | 0.001142 | GGAAACCAAGTACAATGGTG | 198 |
|  |  |  | ACTCATATGTCATGAAATAC |  |
| *EGFR* | 1.171987 | 0.002892 | ATCTGTAACCCGCTGTGCTC | 147 |
|  |  |  | GGCATTCTCCACGAACTCTC |  |

# log2Fold-Change and q-value are obtained from the RNAseq data

How the deposited data were processed for this re-analysis (not part of the article)

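RNA of the longissimus dorsi muscle of 6 pigs was sequenced in 1 library per pig, 3 of the HF and 3 of the LF group. The mapping of columns to pigs and groups follows the column names and the deposited labels; 0 columns were left unmapped. The paper's Table 1 gives an age of 196 days and the deposited labels 180 days. As stated in the methods and in Additional file 1, the authors cleaned the reads with fastp (version 0.12.3), aligned them with HISAT2 (version 2.0.5) to Sscrofa11.1 and mapped 94.75% to 95.17% of the clean reads. The FPKM values were made by the authors with cufflinks (version 2.2.1), per kilobase of transcript and scaled to the mapped fragments of each library, and are used as deposited. The authors counted reads per gene with HTSeq (version 0.6.1) and compared HF with LF by DESeq2. The signal column of that comparison, the mean count over the 6 pigs, was divided by size factors by the authors before it was deposited. The log2 fold changes of the deposited table, HF over LF, and their standard errors come from the authors' DESeq2 model. The score of the deposited table is the authors' ratio of log2 fold change to standard error. The p-value columns of the deposited table hold the authors' DESeq2 p and its Benjamini-Hochberg adjustment after independent filtering. The counts per pig were not used here, and the protein table of Additional file 5 was held only in part, as its first 963 of 2036 proteins.

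The groups were compared with limma (version 3.58.1 in R 4.3.3) on log2(FPKM + 0.1) for the 11136 genes with a mean of at least 0.5 FPKM over the 6 pigs, with eBayes and a mean trend, two-sided, and no covariate. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. The paper's thresholds, an adjusted p under 0.01 and a log2 fold change over 1 in size, were applied to the same fit. Single genes were also compared by exact permutation over the 10 splits of 3 and 3 pigs, for which the smallest p is 0.1. Of 25878 listed genes, 8278 had a blank symbol and 24 a symbol turned into a date; symbols were filled from the gene name table by gene ID, GK from the primer table, and 7190 genes were left without a symbol. Gene coordinates are those of Sscrofa11.1 in the deposited table, and a gene whose span overlaps that of another listed gene is named as overlapping.

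Gene lists for lipid pathways, proteolysis, matrix, cell types, fibre types, mitochondria, ribosomes and stress were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, with fry, and with Fisher's exact test on the calls. The p-values were adjusted over the 39 lists with at least 4 tested genes. Lymphocyte markers (2 tested genes), red blood cell markers (3) and Y-linked genes (0) were too few to test. Lists taken from the study itself were chosen by the study on these pigs. The genes named are all genes the paper names, up to 12 called genes in each direction with the largest fold change and up to 12 with the smallest p, among those with a symbol and a mean of at least 1 FPKM, and up to 4 genes per list with the smallest p. The paper's tables had been read when that rule was set. Some genes that the rule names are not reported here.

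The fit was tested on simulated data with the same means and spreads. It recovered 19.4%, 85.1% and 98.5% of genes changed by 1, 2 and 3 on the log2 scale, with 7 false calls among 11136 genes, and a list of 30 genes shifted by -1 had a median of -1.04. The alternatives were a pseudocount of 1 or 0.01, no filter or a mean of at least 5 FPKM, median-of-ratios and TMM scaling, a robust fit, a fit without trend, the replicate number as a block, each pig left out in turn, an adjusted p under 0.10, and, for the gene lists, an estimated correlation and fry. A filter on FPKM above 0 in all 6 pigs and the authors' deposited p-values, adjusted over the genes the filter kept, were added after the values were seen. Correlations of mRNA with protein were tested by permutation, with 100000 resamples for the larger set. For the 9 genes of Table 3, the protein values of Additional file 5, where held, were a further alternative.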

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

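The tests of other splits were set before the calls were counted. NCMAP, ENSSSCG00000032522 and ENSSSCG00000033962 stand out as genes that the paper does not discuss and that were called higher in the HF group, with log2 fold changes of 4.40, 1.70 and 1.44 (limma, adjusted p = 0.0294, 0.0294 and 0.0339), each with 3 of 3 HF pigs above 3 of 3 LF pigs. NCMAP is listed at 0 in every LF pig, so its fitted fold change depends on the pseudocount. ENSSSCG00000032522 was at 11.7 ± 0.757 FPKM in HF and 3.54 ± 0.628 in LF, and ENSSSCG00000033962, which lies in overlapping gene models, at 7.51 ± 0.575 and 2.70 ± 0.111 (SD, n = 3 each). Each of the 3 genes lost its call without HF01, HF02, HF03, LF01 or LF03 and kept it without LF02. Without LF01 the adjusted p was 0.138 for NCMAP, 0.138 for ENSSSCG00000032522 and 0.174 for ENSSSCG00000033962, the highest of their alternatives; the lowest were 0.0125, 0.0204 and 0.0299.

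The real split of the pigs called 8 genes, and the highest of the other splits called 4, so 1 of 10 splits gave a count as large. At an unadjusted p under 0.05 the real split gave 2759 genes and the highest other split 826, again 1 of 10. The 10 splits of 3 and 3 pigs are too few to give a share under 0.05.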

How the results depend on the processing

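The filter on FPKM above 0 in all 6 pigs and the authors' deposited p-values were chosen only after the results were seen. Over single genes and lists, 3161 values kept their direction and side of the threshold, 85 lost the threshold, 130 gained it, 57 moved and 1 reversed. Genes called higher in HF, 4, became 2 with a pseudocount of 1, 0 without a filter (3439 genes at an unadjusted p under 0.05 by limma), 2 at a mean of at least 5 FPKM, 12 with median-of-ratios and 9 with TMM scaling, 9 with a robust fit, 1 without a trend, 315 at an adjusted p under 0.10, 651 with the authors' p-values, and 0 to 102 leaving out 1 pig. Genes called lower, 4, became 1 without a filter, 8 with median-of-ratios and 7 with TMM scaling, 1 without a trend, 8 with the replicate block, 389 at 0.10, 759 with the authors' p-values, and 1 to 124 leaving out 1 pig. Of the 8 calls, 8 were kept with either scaling, 7 with the robust fit, 6 with either pseudocount, 5 with the block and 1 without a filter. Past the paper's thresholds, the count higher was 246 with the authors' p-values and 0 to 1 leaving out 1 pig; the count lower was 2 with a pseudocount of 1, 0 at a mean of at least 5 FPKM, 2 with the block, 0 with FPKM above 0 in all 6 pigs, 148 with the authors' p-values and 1 to 3 leaving out 1 pig. Lists higher, 8, became 0 with an estimated correlation, 0 by fry, 13 with the authors' p-values and 7 to 14 leaving out 1 pig; lists lower, 5, became 0 with an estimated correlation, 0 by fry and 4 to 6 leaving out 1 pig. By fry's mixed test, which ignores the direction of change, 17 lists passed. These include all the lists that the study chose on these pigs, which are not independent evidence. The proteasome median of -1.05 is the same number under an estimated correlation (adjusted p = 0.561) and fry (adjusted p = 0.0892). The cholesterol synthesis median reversed to -0.0145 at a mean of at least 5 FPKM, where 7 of the 14 qRT-PCR genes were left, each in the same direction. Genes detected at 1 FPKM were 10833, and 8535 in all 6 pigs. The within minus between correlation was 0.00627 over all genes and 0.0341 at a mean of at least 5 FPKM. The correlation with the authors' fold changes was 0.789 and 0.787 with pseudocounts of 1 and 0.01, 0.633 without a filter, 0.753 at a mean of at least 5 FPKM, 0.890 with FPKM above 0 in all 6 pigs and 0.747 to 0.809 leaving out 1 pig. The paper speaks of pairs of pigs with divergent lipid deposition and of sibling pigs, and does not say whether the numbers 01 to 03 mark pairs. HF and LF pigs of the same number correlated at -0.0435, 0.0882 and 0.0160 after group means were taken out. Those of unlike numbers ran from -0.0906 (HF02 with LF03) to 0.0797 (HF01 with LF03). So few correlations cannot tell whether the pigs are paired. Alternatives that need counts per pig were not run. Apart from the number of genes tested, the cause was not tested.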

Differences from the paper's values

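The authors' deposited p-values as an alternative, and the filter on FPKM above 0 in all 6 pigs, were chosen only after the values were seen. The paper counts 481 genes past its thresholds, 331 higher and 150 lower in HF, and limma on FPKM gives 1, 0 and 1 at the same thresholds (2759 at an unadjusted p under 0.05). None of the alternatives set before the data were examined reaches the paper's counts. The authors' deposited p-values, chosen after seeing the values and adjusted over the genes tested here, give 394, 246 and 148. Of the 487 genes past the thresholds in the deposited table, the 390 tested here were all kept. The other 97 were left out by the filter on mean FPKM, not by the adjustment.

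A fold change of Table 2 or 3 is listed as differing only where the gap exceeds the gene's SD within the groups on the log2 scale. This passes over wide gaps in genes that vary between pigs. For GK the paper's Table 2 gives a log2 fold change of 1.498, against 0.99 here, and 0 of 12 alternatives close the gap. For CEBPA it gives 1.821, against 2.93 here over all genes with an FPKM above 0 (its LF pigs lie under the pseudocount of 0.1, which understates this), and 0 of 3 alternatives close it. For BDH2 its Table 3 gives -1.275, against -1.07, and 0 of 13 close it. MYL10, CNTN2 and GABRG1, for which the paper gives a size of the log2 fold change above 6, lie under the pseudocount of 0.1 in every pig of 1 group (listed at 0 in every LF pig for MYL10 and CNTN2), so no fold change is set against the paper's. For MRPL57 the paper gives a minus log10 of the adjusted p above 20, against 1.11 here, and 0 of 15 alternatives close it. The deposited table itself gives MRPL57 an adjusted p of 5.26e-22.

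For TFRC the paper's Table 3 gives an adjusted p of 0.0116, and the deposited table gives 0.0769, with 0.0116 as its unadjusted p. For CAT the paper's protein P is 0.0351, and Additional file 5 gives 0.351. No alternative applies to these.

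The paper states that its positively expressed genes were detected in all pigs; 16596 genes had an FPKM above 0 in at least 1 pig and 13522 in all 6. The results text says that FASN and CAT go the same way in mRNA and protein and SLC25A20 the opposite way, and the discussion says that CAT diverges and the others do not; here CAT has a log2 fold change of -1.17 in mRNA beside a higher protein in the paper's Table 3, and SLC25A20 has -1.29 beside a lower protein. CAT is also described as higher in the group with more lipid. GNAS is among the paper's candidates, with 1.58 on the log2 scale in the deposited table and -0.11 from FPKM.

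Some genes that the paper names pass an adjusted p of 0.05 only under some settings: PPARA with median-of-ratios scaling (0.0493), without HF01 (0.0436) and without LF02 (0.0493), PDK4 with the replicate block (0.0457) and without LF02 (0.0497), BDH2 without LF02 (0.0497), ACACA without HF01 (0.0174), SCD without HF01 (0.0130), and without LF02 MRPL57 (0.0277), CAT (0.0453), SLC25A20 (0.0466), FLNA (0.0489) and TFRC (0.0199). Over all their alternatives the adjusted p ran up to 0.238 for PPARA, 0.231 for PDK4, 0.238 for BDH2, 0.278 for ACACA, 0.257 for SCD, 0.239 for MRPL57, 0.257 for CAT, 0.262 for SLC25A20, 0.260 for FLNA and 0.258 for TFRC. At an adjusted p under 0.10, limma gives 294 of the 390 tested genes that the deposited table has past the paper's thresholds.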

Other observations

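The tests of fat cells and of overlapping gene models were chosen only after the results were seen. Genes of the cytosolic ribosome, which the paper does not discuss, were lower in HF as a list: 56 of 56 had a negative log2 fold change, with a median of -0.70 (camera, adjusted p = 5.0e-18; adjusted p = 0.561 with an estimated correlation). By limma 0 passed over all genes, with 48 at an unadjusted p under 0.05, and adjusted over the list alone 44 were lower. RPL19 was at 500 ± 39.0 FPKM in HF and 1029 ± 128 in LF, and RPS24 at 1667 ± 179 and 3449 ± 664 (SD, n = 3 each). BNIP3, a mitophagy receptor, was at 126 ± 16.8 and 302 ± 78.7 FPKM (log2 fold change -1.24, adjusted p = 0.0808; 0.0485 without LF02, in a range of 0.0485 to 0.256).

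Fibro-adipogenic and fibroblast markers were higher as a list, with a median of 0.48 and 3 of 12 higher adjusted over the list alone (0 over all genes by limma, 3 at an unadjusted p under 0.05; camera, adjusted p = 0.0281; adjusted p = 0.645 with an estimated correlation). The camera result of fibro-adipogenic and fibroblast markers had an adjusted p of 0.0820 without HF02 and 0.203 without LF03, in a range from 7.08e-04 to 0.645. For satellite cell markers 2 of 8 genes were higher adjusted over the list alone (camera, adjusted p = 0.138), among them PAX7 at 1.33 ± 0.271 and 0.625 ± 0.0809 FPKM. The other lists did not pass camera: lipolysis (median 0.03, adjusted p = 0.898), tendon (0.22, 0.598), denervation and regeneration (0.13, 0.125), slow fibre (0.28, 0.412), fast fibre (-0.17, 0.830), glycolysis (0.01, 0.893), TCA cycle (0.03, 0.336), oxidative phosphorylation (-0.05, 0.783), mitochondrially encoded genes (0.26, 0.217), immediate early genes (0.55, 0.111), heat shock (-0.20, 0.401), the circadian clock (0.23, 0.419), glucocorticoid response (-0.43, 0.265) and common reference genes (GAPDH, HPRT1, ACTB and B2M; -0.04, 0.948). Of the lists the study chose, the other genes named in its text had 2 higher adjusted over the list alone, which is not independent evidence.

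The proteasome and ribosome genes are shorter than most, with a median span of 16621 and 4647 bp against 27775 bp for all tested genes, and longer genes had higher fold changes (Spearman's rho 0.234 across genes, which are not independent replicates). With the trend over span and mean FPKM taken out, the proteasome median was -0.78. Medians of random sets of the same size had a spread of 0.0960. Random sets do not carry the correlation between proteasome genes (estimated at 0.80), so this spread may be too narrow. Span includes introns, so transcript length was not tested, and whether length is the whole cause is not settled. Scaling by median of ratios left the proteasome median at -1.08. For the ribosome the median went from -0.70 to -0.38 (spread 0.0726), so part of that shift may follow gene length, and the rest stays open with the difference between the groups. The real split had a proteasome median 1.05 from 0 and the highest other split 0.689 (1 of 10 splits as far), and 10 splits are too few to give a share under 0.05.

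More fat cells in the HF pieces could raise ACACA, FASN and SCD together. The HF minus LF difference of these genes was 3.41 on the log2 scale (standard error 1.23) and that of ADIPOQ, PLIN1 and CIDEC 1.16 (1.19). The contrast of the 2 sets was 2.25 (0.483, exact permutation test, p = 0.1, the smallest possible). The study chose ACACA, FASN and SCD on these pigs for differing, which favours a larger difference for them. The contrast therefore cannot tell whether fat cell number is the whole cause. A higher level per cell, of fat cells or of muscle fibres, stays open and was not tested. HF01 had the lowest mean of ADIPOQ, PLIN1 and CIDEC, 0.80, against 0.83 in LF03 and 2.31 in LF01.

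Some abundant messages have almost no counts in the authors' table. MYLPF, the light chain of fast myosin, had a mean of 18552 FPKM and a mean count of 0. C1QBP had a log2 fold change of 7.52 in that table, with 20.5 to 22.3 FPKM in HF and 21.9 to 23.9 in LF. Among genes with a mean of at least 5 FPKM, 123 of 132 with a mean count under 10 lay in overlapping gene models, against 2304 of 5167 others (odds ratio 17.0, Fisher's exact test, p = 5.9e-32). Of genes whose log2 fold changes differ by more than 1 between FPKM and the authors' table, 60 of 82 overlapped, against 2285 of 5135 (odds ratio 3.40, Fisher's exact test, p = 2.4e-07). Reads in overlaps that the counting left out are a possible explanation, found and tested on the same data.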
